# Gene expression profiling identifies ferroptosis-related genes and pathways in human colon cancers cell lines

**DOI:** 10.3389/fmolb.2025.1680206

**Published:** 2026-01-20

**Authors:** M. Balik-Meisner, D. Phadke, D. Mav, R. Shah, K. R. Shockley, Carri Murphy, Erik J. Tokar, Birandra K. Sinha

**Keywords:** colon cancer, erastin, ferroptosis, biomarker genes, pathway analysis

## Abstract

**Introduction:**

Colorectal cancer (CRC) is the third most diagnosed cancer worldwide and the second leading cause of cancer-related deaths. A major challenge in CRC treatment is drug resistance, which limits the efficacy of conventional therapies. Ferroptosis, an iron-dependent form of regulated cell death driven by the accumulation of reactive oxygen species (ROS), has emerged as a promising therapeutic strategy. Erastin (ER), a small-molecule compound, induces ferroptosis through ROS accumulation.

**Methods:**

We performed microarray gene expression analysis on two CRC cell lines, HCT116 and HT-29, to examine the transcriptional response to ER exposure and identify differentially expressed genes and pathways involved in ER-induced ferroptosis.

**Results:**

Our gene expression analysis revealed distinct transcriptional profiles between the two cell lines, and 26 transcripts commonly enriched in response to ER treatment were identified in both HCT116 and HT-29 cells. Notably, several of these genes—including *ASNS, PCK2, CHAC1, and DDIT4*—were significantly enriched, suggesting a conserved ferroptotic response. The induction of these genes was further confirmed in an additional CRC cell line, DLD-1. Interestingly, *SOD1* and *NQO1* genes, involved in oxidative stress response, were significantly upregulated by ER in HCT116 cells.

**Conclusion:**

Our findings highlight *ASNS, CHAC1, PCK2, DDIT4, and ATF3/4* as potential biomarkers for ferroptosis in CRC. Monitoring the expression of these genes may help identify patients who are responsive to ferroptosis inducers and facilitate the development of personalized treatment strategies.

## Introduction

Cancer is one of the leading causes of death worldwide. Colorectal cancer (CRC) is the third most prevalent cancer around the world, with increasing morbidity and mortality every year (Biller and Schrag, 2021; Bray et al., 2018). The incidence of CRC has been rising (Sung et al., 2021) and according to the International Agency for Research on Cancer (IARC) there were roughly 200,000 new cases of CRC and 1.0 million deaths worldwide in 2020. CRC accounted for 10% of overall cancer incidence (Sung et al., 2021). Currently, the treatment of CRC mainly consists of surgery, targeted therapy, radiotherapy, and chemotherapy (Dekker et al., 2019). Chemotherapy is one of the most used therapies for patients with advanced CRC and usually provided following surgery as adjuvant therapy. While chemotherapy has improved the overall survival of patients with advanced CRC in the past decades, many CRC patients develop drug resistance with poor survival (Wang et al., 2022). Development of chemotherapy resistance, including multidrug resistance (MDR) results in therapy failure in human CRC and other cancers in the clinic. Understanding mechanisms of drug resistance and overcoming this resistance has become a clinical priority. The development of newer drugs, selectively effective against CRC, are urgently needed.

Ferroptosis is a distinct form of regulated cell death involving cellular lipid peroxidation and iron, and it has potential therapeutic implications in cancer treatment (Dixon et al., 2014; Yang and Stockwell, 2016; Singh et al., 2025). Ferroptosis is considered a form of caspase-independent programmed cell death which relies on the mitochondrial and membrane-involved accumulation of reactive oxygen species and lipid peroxides leading to non-caspase-mediated cell death (Dixon et al., 2012). In comparison to conventional cell death forms, iron-dependent lipid peroxidation is considered a potential avenue for targeting cancer cells that display resistance to conventional chemotherapies (Chen et al., 2015; Zhou et al., 2019; Perera et al., 2025). Among various components of metabolic heterogeneity in cancer cells, iron-catalyzed pathways in lipid metabolism are more abundant in cancer cells. Ferroptosis inducers, like Erastin (ER) and RSL3, have shown promise in sensitizing resistant tumor cells to various chemotherapeutics agents (Zhou et al., 2019; Brown et al., 2024; Perera et al., 2025) and have emerged as promising candidates for addressing MDR. Cancer cells are more vulnerable to iron toxicity due to high dependency on iron metabolism than noncancerous cells, making cancer cells more vulnerable to ferroptosis. Combining ferroptosis inducers with chemotherapeutics offers a novel strategy to enhance treatment efficacy and overcome resistance.

Studies have shown that the CRC cell lines, HT-29 and HCT116, undergo ferroptosis (Wang et al., 2022; Sinha et al., 2023; Yan et al., 2023; Wu et al., 2023). Our recent study has indicated that ER and RSL3 act synergistically with NCX4040, a non-steroidal drug, to induce ferroptotic cell death in both HT-29 and HCT116 cells (Sinha et al., 2023). Pathways leading to ferroptosis are complicated and little is known about specific genes involved in inducing ferroptosis in CRC. Because no single cell line fully captures the complexity of colorectal cancer (CRC)—including tumor microenvironment, immune interactions, and heterogeneity—HCT116 and HT-29 represent two highly distinct CRC subtypes: MSI-high/KRAS-mutant (HCT116) and MSS/BRAF-mutant (HT-29). Together, they provide a broader view of CRC heterogeneity. Both are among the most cited and validated CRC models, with extensive omics data. Additionally, we have a long-standing experience working with them, including recent metabolomic studies with ER. We have, therefore, utilized human colon cancer HT-29 and HCT116 cell lines to examine the effects of Erastin short (4 h) and long (24 h) exposure on global gene expression patterns in using gene expression microarray analysis to identify molecular pathways involved in ER-induced ferroptosis in CRC.

## Methods

Chemicals: Erastin was purchased from Sigma Chemicals (St. Louis, MO, United States) and was dissolved in DMSO. Stock solutions were stored at −80 °C. Fresh drug solutions, prepared from the stock solutions, were used in all experiments.

### Cell culture and drug treatment

Authenticated human colon tumor cells, HT-29 cells, HCT116 cells and DLD-1were obtained from ATCC (Manassas, VA, United States) and were grown in Phenol Red-free RPMI 1640 media supplemented with 10% fetal bovine serum and antibiotics. Tumor cells were routinely used for 20–25 passages, after which the cells were discarded, and a new cell culture was started from the frozen stock.

Three independent experiments of exponentially growing cells (0.5–1.0^6^ cells, 65%–70% confluency) were left untreated or treated with ER (2.5 µM) for 4 h, and 24 h, and then washed twice with ice-cold PBS (pH 7.4). For the gene profiling studies presented here, we used 2.5 μM ER at shorter time points, consistent with our earlier metabolomic work (Sinha et al., 2023). This concentration was selected to minimize cytotoxicity: at 4 h, ER showed no measurable toxicity in these cells and even at later points induced only modest cell death (<20%). Total RNA was extracted with TRIzol (Ambion, Life Technologies, Grand Island, NY, United States) and purified using RNeasy mini kit columns (Qiagen, Valencia, CA, United States). The purity of RNA was assessed with a NanoDrop spectrophotometer and the 260/280 ratio determination.

### Global gene expression and data acquisition

A gene array expression analysis was conducted using Affymetrix Human Whole Transcriptome 2.0 arrays (Affymetrix, Santa Clara, CA). One hundred nanograms (100 ng) of total RNA were amplified and labeled as directed using the Affymetrix WT Plus Reagent Kit (WT Plus Kit). Five and one-half micrograms (5.5 μg) of amplified biotin-cDNAs were fragmented and hybridized to each array for 16 h at 45 °C in a rotating hybridization oven Array slides were stained with streptavidin/phycoerythrin utilizing a double-antibody staining procedure and then washed for antibody amplification per the GeneChip Hybridization, Wash and Stain Kit and user manual following protocol FS450-0001. Arrays were scanned in an Affymetrix Scanner 3000 and data was obtained using TAC Software.

The data is available in the Gene Expression Omnibus under GEO accession GSE299397 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE299397).

### Normalization

The raw probe-set level signal from CEL files were extracted for ∼1.3 million probe-sets. The *oligo* R package (Carvalho and Irizarry, 2010) was utilized to perform Robust Multiarray Average (RMA) normalization of the probe-set level signal. Normalization was performed separately for each cell line. Mean summarization was utilized to derive expression signal for ∼138K transcripts, and subsequently for ∼38K unique NCBI curated genes. Log2 transformation was applied to the normalized signal.

### Outlier detection

The systematic quality assessment of the samples was performed via principal component analysis, hierarchical clustering, and inter-replicate correlation analysis. These analyses and resulting plots were used to detect potential outliers. No samples were determined to be outliers.

### Gene and pathway analysis

Differentially expressed transcript (DET) analysis was performed using Student’s t-test and permutation-based p-value computation. DETs were detected using balanced criteria (foldchange ≥1.2 and unadjusted p-value ≤0.005).

Transcripts that passed the DET criteria were used for pathway analysis. Differentially enriched pathways (DEPs) with an overrepresentation of DETs were detected using customized functional analysis approach via normalized enrichment score (NES) and Fisher’s exact test p-value. DEP analysis was performed on the Molecular Signature Database (MSigDB v7.5.1) (Liberzon et al., 2011; Liberzon et al., 2015) on a total of 2,834 pathways that had a minimum of five genes present on the microarray. The set of pathways included 29 C2-CP pathways, 292 BIOCARTA pathways, 186 KEGG pathways, 1613 REACTOME pathways, 664 WikiPathways, and 50 Hallmark pathways. Significance criteria for DEPs required NES ≥2 and Benjamini & Hochberg adjusted p-value ≤0.05.

### RT-PCR studies

The expression levels of selected transcripts were confirmed by reverse transcription polymerase chain reaction (RT-PCR) using absolute SYBR green ROX Mix (ThermoFisher Scientific, Rochester, NY, United States) as previously described (Sinha et al., 2020). Data were analyzed using the ΔΔCt method of relative quantification and to determine transcript levels, cycle times (Ct) were compared from the same sample and were normalized to β-actin from the same sample. Primers (Supplementary Table 1) for the selected genes were purchased from Origene (Gaithersburg, MD, United States). Complementary DNA was transcribed from the purified RNA using the Bio-Rad iScript cDNA Synthesis Kit. Using the cDNA, fast SYBR green master mix and primers, the RT-PCR was performed on the Quant Studio 7 Flex to determine the expression levels of selected genes.

All experiments were conducted in triplicates (n = 3) and results are expressed as mean ± SEM. Significance was assessed using an unpaired Student’s t-test and considered significant when p < 0.05.

## Results

Our previous studies have shown that ER induces ferroptosis in several human tumor cell lines, including CRC at micromolecular (1–5 µM) concentrations (Sinha et al., 2023; Perera et al., 2025). Furthermore, several investigators have also found that CRC undergo ER-mediated ferroptosis (Wu et al., 2023). In this study, we found ER to be significantly cytotoxic to both HT-29 and HCT116 cells (Figure 1). Interestingly, ER was less cytotoxic to HCT116 cells than HT-29 cells. DLD-1 cells had similar cytotoxic profiles as HCT116 cells (data not shown). While the exact mechanism is not clear, the response to ER can vary across different colon cancer cell lines. Different CRC have been shown to have different sensitivity to ER (Hu et al., 2022; Zheng et al., 2023) due to either GPX4 levels or tumor heterogeneity where different clones may have different mechanisms for resisting ferroptosis-induced cell death.

**FIGURE 1:**
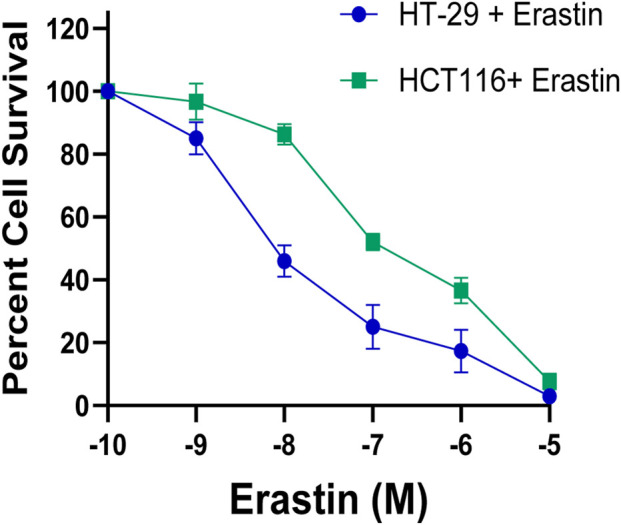
Cytotoxicity of Erastin in HT-29 and HCT116 cells as determined by CellTiterGlO (Promega) cytotoxicity assay following 72 h ER treatment.

Principal Component Analysis (PCA) of transcripts following ER treatment at 4 h and 24 h are shown in Figures 2, 3 using boxplots to observe the distribution of individual scores on each principal component. 

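RNA from HT-29 and HCT116 cells, human colon cancer cell lines, was measured on 18 Affymetrix arrays, 3 for each of 6 groups. Cells were left untreated or were treated with 2.5 µM ER, a small molecule that triggers ferroptosis, for 4 h or 24 h, and each cell line has 1 untreated group that serves as the control for both times. No time in culture and no vehicle are stated for the untreated arrays, so changes given as after ER are not separated from either. The deposited values are normalized log2 signals per transcript made by the authors. The methods state RMA normalization separately for each cell line and log2 transformation, and the paper's text does not say which of its software pipelines made the deposited table. Its values ran from 2.283 to 19.92, above the 16 that a 16-bit scanner signal reaches on the log2 scale, so their scale is in doubt. Folds are taken here as 2 to the power of the difference in deposited values. Of 30 such folds, 16 lay over 1.5 times from the paper's, and all folds given share this doubt.
The 9 arrays of a cell line were fitted together with limma over 135750 transcripts. A DET had a fold of at least 1.2 and an unadjusted p of at most 0.005, the thresholds in the methods. A transcript was also called where its Benjamini-Hochberg adjusted p was under 0.05. With 3 arrays per group the median SE of a log2 fold change was 0.29 in HT-29 and 0.24 in HCT116. Genes are named, by a fixed rule, from the 36176 transcripts assigned to a single gene. For the genes with the largest change, the rule requires every treated array beyond every control array, which chance gives for 10% of transcripts. Members of a list beyond its 4 smallest p, and the markers named next, were chosen after their values were seen. For groups of genes, 33 lists fixed before the data were examined were tested with limma's camera at a preset correlation of 0.01, and 850 of their 944 entries were measured. These lists are not the paper's gene sets, and the paper's test counts DETs in a set.
Some colon markers differed between the replicates labelled HT-29. LYZ, which encodes lysozyme, averaged 17.12 on the log2 scale over the 3 replicate 1 arrays, 10.34 over replicate 2, 11.24 over replicate 3 and 5.84 over the 9 HCT116 arrays. KRT20, an intestinal keratin, averaged 14.15, 8.68, 9.02 and 7.30 in the same order. CDX2, an intestinal transcription factor, went the other way at 8.10, 8.90, 9.30 and 9.04, and of 30 genes of intestinal differentiation 5 lay above every HCT116 array by more than 2 log2 units in all replicate 1 arrays. Of 36176 single-gene transcripts, 101 lay above every HCT116 array by more than 2 log2 units in all replicate 1 HT-29 arrays, against 1 in replicate 2 and 2 in replicate 3.

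**Figure D1:**
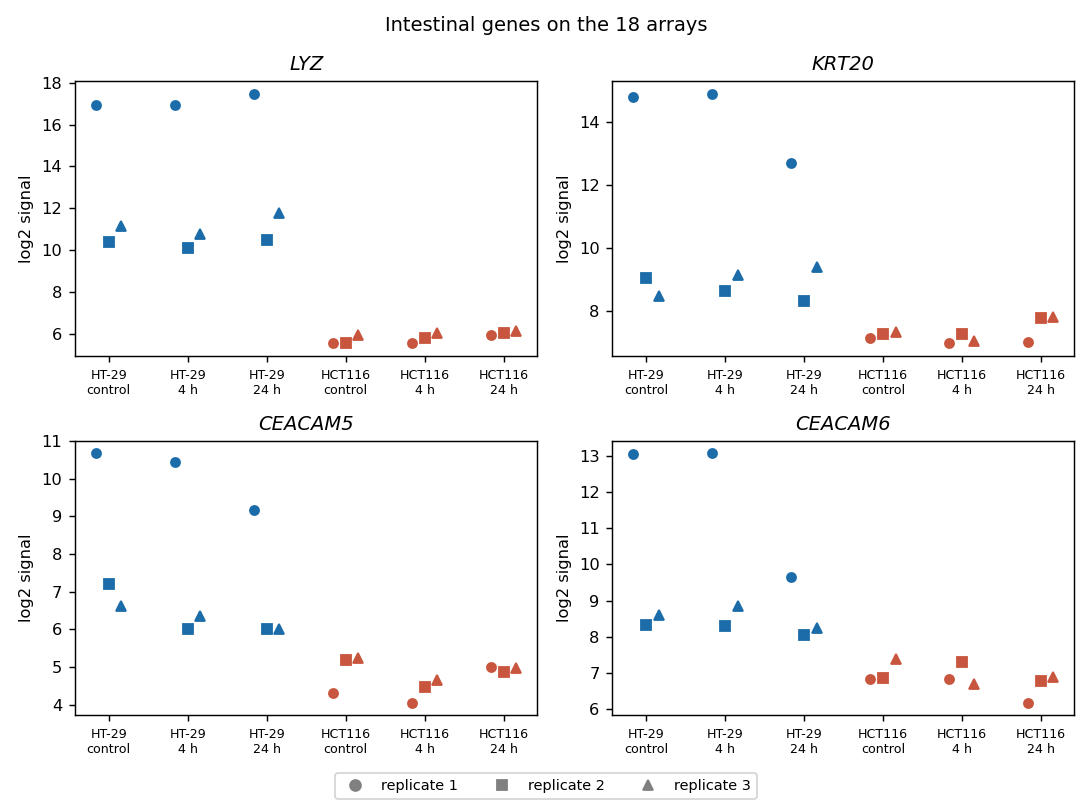
Log2 signal of LYZ, KRT20, CEACAM5 and CEACAM6, genes of the intestinal epithelium, in each of the 18 arrays by group, with a marker shape for each replicate. The replicate 1 HT-29 arrays have the highest points, as for CEACAM5 at a mean of 10.10 against 6.41 and 6.33 in replicates 2 and 3 and 4.76 in HCT116.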

For HT-29 cells, there is not an obvious time effect based on PC#1 and PC#2 (not shown, captures 13% variability). 

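In HT-29 cells, DDIT4, a stress-induced inhibitor of MTORC1 signalling, had a log2 signal of 10.18 ± 0.70 (SD, n = 3) in the control, 8.67 ± 0.29 after 4 h and 13.47 ± 0.32 after 24 h of ER. GDF15, a secreted stress cytokine, had a signal of 7.46 ± 0.53 in the control and 10.76 ± 0.61 after 24 h. For both genes every 24 h array lay above every control array. Over all 135750 transcripts, the 3 groups overlapped on the leading components. PC1 carried 30.35% of the variance, with scores from -45.3 to 24.5 in the control, from -102.5 to 137.6 at 4 h and from -128.5 to 53.1 at 24 h. PC2 carried 15.58%, with scores from -23.3 to 62 in the control, from -59 to 117 at 4 h and from -80.9 to 3.5 at 24 h. The replicate 1 arrays, those with the highest LYZ and KRT20 levels, had the lowest PC1 score at 4 h and at 24 h. Of the total variance of HT-29, 23.1% lay between the 3 groups (exact permutation test over all 280 splits of the 9 arrays, p = 0.621). The test takes the arrays as exchangeable, which the LYZ and KRT20 levels shared by replicate 1 leave in doubt.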

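SAT1, an enzyme of polyamine breakdown, was higher in HT-29 cells after 24 h of ER by 2.59 (SE 0.30, adjusted p = 0.0531) on the log2 scale. TCP11L2 was higher by 2.79 (SE 0.33, adjusted p = 0.0531), and CCNG2, an atypical cyclin linked to growth arrest, by 2.39 (SE 0.39, adjusted p = 0.304). All 3 were DETs, and each had its 3 treated arrays above its 3 control arrays, which the naming rule asks of genes picked for a large change. On PC3 of HT-29, which carried 12.01% of the variance, the 24 h arrays scored 52.7, 63.1 and 36.5. The control arrays scored -47.2, 3.8 and -5.8, and the 4 h arrays -46, 42.1 and -99.3. The 4 h array of replicate 2 therefore fell among the 24 h arrays. Positions on single components were described and not tested. For SAT1, a call came up without 24 h replicate 1 (adjusted p = 0.0473). For CCNG2, a call came up without 4 h replicate 1 (adjusted p = 0.0407).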

24 h samples do not differ much from Control and 4 h samples until PC#3 which indicates clustering of samples at both 4 h and 24 h (Figure 2). 

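In HCT116 cells, ASNS, which makes asparagine from aspartate and glutamine, had a log2 signal of 12.77 ± 0.26 (SD, n = 3) in the control, 12.81 ± 0.19 after 4 h and 15.60 ± 0.21 after 24 h of ER. PHGDH, the entry enzyme of serine synthesis, had a signal of 10.29 ± 0.23 in the control and 12.90 ± 0.19 after 24 h. For both genes every 24 h array lay above every control array. Over all transcripts of HCT116, PC1 carried 26.36% of the variance and PC2 16.34%. The 24 h arrays scored -151, -21.2 and 2.1 on PC1, where the control arrays scored -8.2, -9.6 and 100.4 and the 4 h arrays -0.2, 35.1 and 52.7. On PC2 the 24 h arrays scored 6.6, -105.1 and -55.3, below each 4 h array, and the control array of replicate 3, at -33.4, lay among them. The share of variance between the groups was 29.5% (exact permutation test over all 280 splits, p = 0.0607). It was 34.5% over single-gene transcripts (exact p = 0.0179), 28.2% with each transcript scaled to unit variance (exact p = 0.0357) and 34.9% without the 24 h array of replicate 3 (exact p = 0.0357). It had an exact p of 0.0679 over transcripts above the median signal and of 0.0571 to 0.254 without each of the other arrays.

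**Figure D2:**
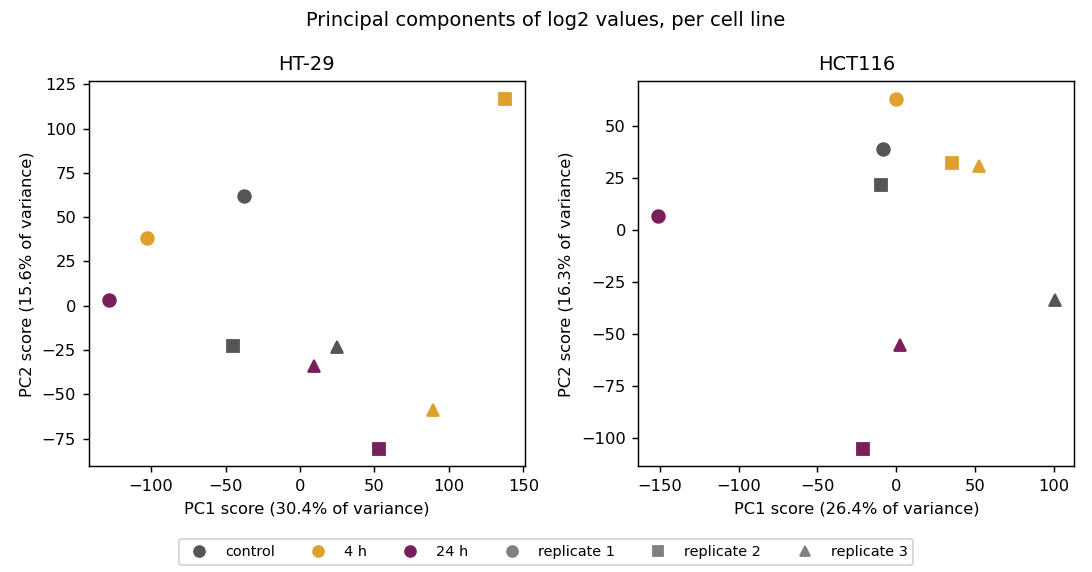
Scores of the 9 HT-29 arrays and the 9 HCT116 arrays on PC1 and PC2 of their own cell line, colored by group and with a marker shape for each replicate. The HCT116 24 h arrays lie at PC1 scores of 2.1 or less, as do control replicates 1 and 2 and 4 h replicate 1 of HCT116. On PC2 the HCT116 control of replicate 3 lies among the 24 h arrays. The HT-29 groups overlap on both axes.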

For HCT116 cell line, there is an observable time effect and the 24 h samples separate from Control and 4 h samples in clustering and on PC#1 and PC#2.

**FIGURE 2:**
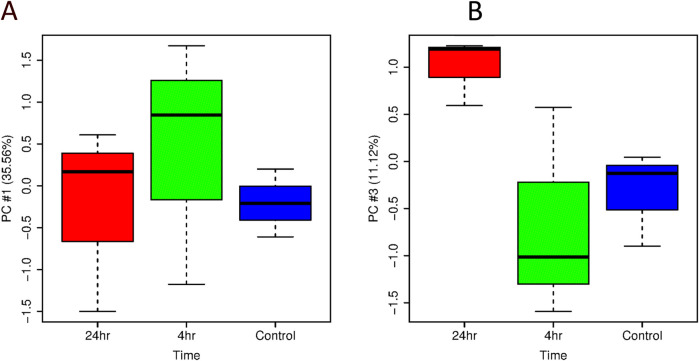
Boxplots of **(A)** PC#1 and **(B)** PC#2 from the PCA analysis of all HT-29 samples broken down by time (control, treated with ER at 4 h, treated with ER at 24 h).

**FIGURE 3:**
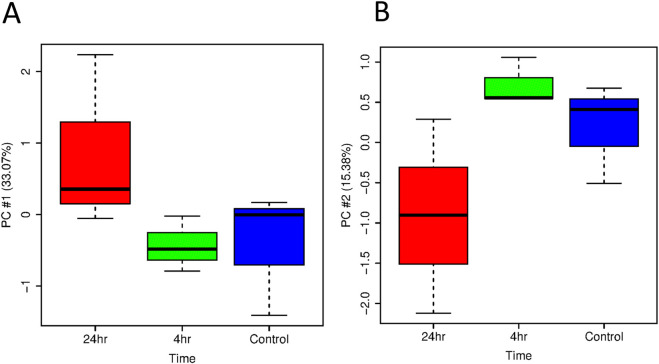
Boxplots of **(A)** PC#1 and **(B)** PC#2 from the PCA analysis of all HCT116 samples broken down by time (control, treated with ER at 4 h, treated with ER at 24 h).

### Analysis of overlay of DETs in HT-29 and HCT116 cells

Venn diagrams of differentially expressed transcripts (DETs) showed significant number of genes were either upregulated or downregulated at early time points (4 h) in either HT-29 or HCT116 cells, however very few transcripts were commonly regulated in both cell types (Figure 4). 

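After 4 h of ER, the DETs of HT-29 cells included FOSL1, a subunit of the AP-1 transcription factor, higher by 1.94 (SE 0.51, adjusted p = 1) on the log2 scale, and EPHA2, an ephrin receptor, higher by 1.43 (SE 0.29). BCL6, a transcriptional repressor, was lower, at -1.27 (SE 0.22). In HCT116 cells, SRF, a transcription factor of immediate early genes, was higher by 1.14 (SE 0.28) and CRIM1, a membrane protein that binds growth factors, by 1.16 (SE 0.33). MARCHF9, a membrane-bound ubiquitin ligase, was lower in HCT116, at -1.07 (SE 0.18), as was GATM, an enzyme of creatine synthesis, at -0.93 (SE 0.21). Each of these genes had its 3 treated arrays on 1 side of its 3 control arrays, which the naming rule asks of genes picked for a large change. Over all transcripts this held for 7.9% in HT-29 and 10% in HCT116, where chance gives 10%. HT-29 had 303 DETs at 4 h, 199 higher and 104 lower, and HCT116 had 394, 157 higher and 237 lower, where 679 transcripts would pass the p threshold by chance. The cell lines shared 10 higher transcripts, with 0.23 expected of independent lists (Fisher's exact test, which takes transcripts as independent, p = 5.66e-14), and 3 lower ones, with 0.18 expected (p = 0.00084). Among 100 splits of the arrays drawn, another shared 16 transcripts, more than the 13 here. At an adjusted p under 0.05, limma called 0 transcripts in either cell line, and the methods' t-test also called 0. At an unadjusted p under 0.05, limma found 4770 in HT-29 and 5222 in HCT116. Both are under the share of 0.05 of all transcripts that chance gives. The 13 shared transcripts became 3 with the methods' t-test, 4 with its global permutation p, 7 with single-gene transcripts, 8 with gene means, 20 with arrayWeights, 7 without HT-29 control replicate 2 and 8 without HCT116 control replicate 1, and HT-29 had 1440 DETs without its 4 h replicate 1. With the HT-29 arrays of replicates 2 and 3 alone, an alternative added after seeing the data, it had 1766 DETs and 1 adjusted call, and 22 transcripts were shared. RNA of HCT116-like cells in arrays labelled HT-29 was not excluded and could carry shared changes. A replicate block gave more shared transcripts than each of these alternatives.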

Many transcripts, common to both cell lines, however, were differentially expressed at 24 h of ER treatment. 

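Among the transcripts higher in both cell lines after 24 h of ER were amino acid transporters. SLC1A4, a carrier of neutral amino acids, was higher by 1.68 (SE 0.26) on the log2 scale in HT-29 and 1.41 (SE 0.30) in HCT116, the glycine transporter SLC6A9 by 1.41 (SE 0.29) and 1.36 (SE 0.22), and SLC43A1, which carries branched-chain amino acids, by 1.82 (SE 0.52) and 1.73 (SE 0.26). Regulators of transcription were also among them: NR1D1, a repressor of the circadian clock, was higher by 1.88 (SE 0.53) and 1.38 (SE 0.22), and the histone demethylase KDM5B by 1.87 (SE 0.32) and 1.76 (SE 0.26). BNIP3L, a receptor for the removal of mitochondria, was higher by 1.52 (SE 0.32) and 1.97 (SE 0.37). In all, 120 transcripts were DETs and higher in both cell lines, 94 of them named to a single gene, where 2.6 are expected of independent lists (Fisher's exact test, which takes transcripts as independent, p = 1.72e-164). A further 20 were lower in both, with 0.81 expected (Fisher's exact test, p = 7.83e-22). Among 100 splits of the arrays drawn, another reached 23 in a single direction, more than these 20. The shared higher transcripts numbered 78 without HT-29 control replicate 1, 76 without HT-29 24 h replicate 3 and 17 with the methods' t-test or its global permutation p. With a replicate block they numbered more than 120. With the HT-29 arrays of replicates 2 and 3 alone, whose LYZ and KRT20 levels lie nearer those of HCT116, 123 were higher and 9 lower in both. RNA of HCT116-like cells in arrays labelled HT-29 could carry shared changes, and an HT-29 response of its own cannot be told apart from it. The Fisher tests take the 2 sets of arrays as distinct cell lines.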

Analysis of DETs revealed distinct transcriptional responses across the different treatment conditions (HCT116 and HT-29) and time points (4 h and 24 h). For upregulated transcripts, the majority of DETs were unique to each condition, with minimal overlap observed between groups. 

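CYP24A1, which breaks down active vitamin D, was higher after 24 h by 1.82 (SE 0.49) on the log2 scale in HT-29 cells and by 1.96 (SE 0.39) in HCT116 cells. ID1, an inhibitor of differentiation factors, was higher by 1.83 (SE 0.34, adjusted p = 0.61) and 2.07 (SE 0.26, adjusted p = 0.0367), with its 3 treated arrays above its 3 control arrays in both. In HT-29, BACH2, a transcriptional repressor, was a DET at both times, higher by 1.04 (SE 0.26) at 4 h and 1.03 (SE 0.26) at 24 h, and so was FAP, a membrane protease, at 0.91 (SE 0.26) and 0.97 (SE 0.26). In HCT116, CPVL, a carboxypeptidase, was higher at both times by 0.87 (SE 0.19) and 0.86 (SE 0.19). These 3 genes were chosen after their values were seen. Chance would pass 679 transcripts at the p threshold, in both directions together. At 24 h the higher DETs numbered 316 in HT-29 and 1119 in HCT116. Of these, 11 in HT-29 and 13 in HCT116 were also higher at 4 h, where independent lists would share 0.46 and 1.29. Both times share their control arrays: in 50 simulations with no effect of ER, a mean of 56.8 transcripts (highest 79) in HT-29 and 56.9 (highest 77) in HCT116 passed at both times. The simulation drew each transcript independently, with its own residual SD. Its log2 fold changes at the 2 times correlated at 0.501, against 0.317 observed in HT-29 and 0.289 in HCT116. It shows that a shared control can give such overlap and does not set the number expected here. For ID1 in HCT116, the call was lost without control replicate 1, control replicate 2, control replicate 3, 4 h replicate 1, 4 h replicate 2, 4 h replicate 3, 24 h replicate 1 or 24 h replicate 3 (adjusted p = 0.171, 0.239, 0.185, 0.0652, 0.106, 0.0761, 0.105 and 0.147, in that order).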

No transcripts were commonly upregulated across all four conditions, and only minor overlaps were noted between related groups (e.g., 25 transcripts between HCT116 24 h and HT-29 4 h). Similarly, downregulated transcripts exhibited highly condition-specific patterns. 

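Several of the genes with the largest rise at 4 h fell again by 24 h. THBS1, which encodes the matrix protein thrombospondin, changed from 4 h to 24 h by -2.99 (SE 0.41, adjusted p = 0.0452) on the log2 scale in HT-29 cells and by -3.0 (SE 0.38, adjusted p = 0.0207) in HCT116 cells. F3, the tissue factor that starts blood clotting, changed by -2.93 (SE 0.31, adjusted p = 0.0126) and -2.79 (SE 0.42, adjusted p = 0.0335). CCN1, a matrix protein of wound repair, changed by -2.61 (SE 0.33, adjusted p = 0.0207) in HCT116. The genes given for this contrast of 24 h against 4 h were chosen after their values were seen. A single transcript, with no gene name, was higher in HCT116 at 24 h and in HT-29 at 4 h, where 1.64 are expected by chance (Fisher's exact test, p = 0.808). Across the 4 comparisons, limma's DETs held 0 transcripts that were higher in all.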

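Among the transcripts lower in HT-29 cells after 24 h of ER were CDC25A, a phosphatase that lets cells enter S phase, at -1.72 (SE 0.27, adjusted p = 0.244) on the log2 scale, and MCM10, a factor of replication origins, at -1.38 (SE 0.34). DNAJA1, a co-chaperone of HSP70, was at -1.5 (SE 0.30) and SRM, which makes spermidine, at -1.32 (SE 0.37). In HCT116 cells, the glutamine transporter SLC38A5 was at -1.69 (SE 0.42, adjusted p = 0.327), GRWD1, a factor of ribosome assembly, at -1.38 (SE 0.34) and GTF3C6, a subunit of a factor of RNA polymerase III, at -1.35 (SE 0.27). Each of these genes had its 3 treated arrays below its 3 control arrays, which the naming rule asks of genes picked for a large change. Over all transcripts, groups did not overlap for 9.7% in HT-29 and 12.8% in HCT116, where chance gives 10%. The lower DETs at 24 h numbered 196 in HT-29 and 560 in HCT116. No lower transcript passed an adjusted p of 0.05: limma and the methods' t-test each called 0 lower transcripts. In either direction, limma found 5009 transcripts in HT-29 and 11581 in HCT116 at an unadjusted p under 0.05. Of all transcripts chance gives a share of 0.05, which the HT-29 count does not reach and the HCT116 count exceeds. At the p threshold of a DET, chance gives 679 in both directions together.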

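LANCL2, a glutathione-binding protein, was lower in both cell lines after 24 h, at -1.28 (SE 0.26) on the log2 scale in HT-29 and -1.35 (SE 0.24) in HCT116. TUBA4A, an alpha tubulin, was at -1.2 (SE 0.26) and -1.36 (SE 0.38), ATAD3B, an ATPase of the inner mitochondrial membrane, at -1.31 (SE 0.24) and -1.27 (SE 0.25), and RDH10, which oxidizes retinol, at -1.08 (SE 0.25) and -1.12 (SE 0.29). The transcripts of HSPA8P1, HSPA8P7 and DNAJA1P3, pseudogene copies of heat shock genes, were lower in both as well, and their signal cannot be assigned with certainty to the copy or its parent gene. Some genes changed sides between the times. In HT-29, DKK1, a secreted inhibitor of Wnt signalling, was higher at 4 h by 2.04 (SE 0.35) and lower at 24 h, at -1.73 (SE 0.35). In HCT116, PNRC1, a nuclear receptor coactivator, was lower at 4 h, at -1.04 (SE 0.28), and higher at 24 h by 1.92 (SE 0.28). At both times 9 transcripts were lower in HT-29 and 35 in HCT116, where independent lists would share 0.15 and 0.98 and simulated data without an effect, with the same shared controls, gave means of 56.8 and 55. The simulated changes correlated more between the times than the observed ones, so these means do not set the number expected here. The count of transcripts lower in both cell lines at 24 h was 3 with the methods' t-test or its global permutation p, 9 with only the arrays compared, 41 with all 18 arrays in 1 fit, 7 without HCT116 control replicate 2 and 42 without HCT116 24 h replicate 3. It was 13 without HT-29 control replicate 1, HT-29 24 h replicate 2 or HCT116 4 h replicate 3, 12 without HT-29 control replicate 3 or HCT116 4 h replicate 2, 11 without HCT116 control replicate 3 or HCT116 4 h replicate 1, and 10 without HCT116 24 h replicate 1. With a replicate block the count was higher than each of these.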

Most downregulated transcripts were unique to each condition, with extremely limited overlap between groups (1–13 transcripts shared between pairs) and no transcripts were commonly downregulated across all conditions. Together, these findings suggest the specificity and dynamic nature of gene expression regulation in response to treatment and time course.

**FIGURE 4:**
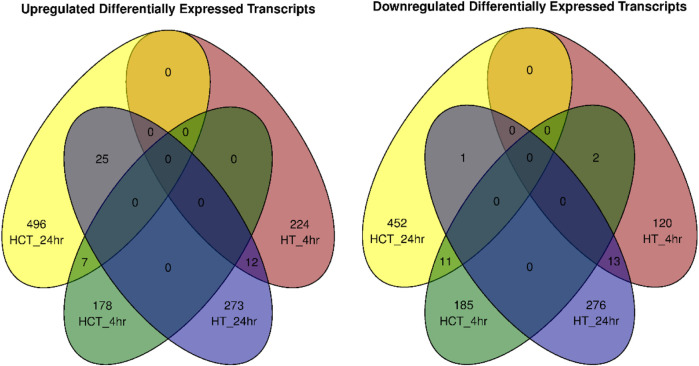
Venn diagrams of overlay of differentially expressed transcripts (DETs) at 0, 4 and 24 following ER treatment of HT-29 and HCT116 cells.

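THBS1 had the largest rise at 4 h among named DETs of both cell lines. Its log2 signal was 7.85 ± 0.70 (SD, n = 3) in control HT-29 cells and 10.93 ± 0.77 after 4 h of ER, a fold of 8.49 (log2 3.09, SE 0.41, adjusted p = 0.925 from limma). In HCT116 cells it was 8.54 ± 0.70 and 10.98 ± 0.57, a fold of 5.43 (log2 2.44, SE 0.38, adjusted p = 1 from limma). The scale of these folds is in doubt, as stated for the deposited values. F3 was higher by 2.19 (SE 0.31) and 1.84 (SE 0.42), and CCN1 by 1.78 (SE 0.32) and 1.72 (SE 0.33). RELB, a subunit of NF-kB, was higher by 1.37 (SE 0.29) and 1.05 (SE 0.22), and NUAK2, a kinase related to AMPK, by 1.21 (SE 0.35) and 1.04 (SE 0.27). SLC2A3, a glucose transporter, was higher by 1.74 (SE 0.32) and 1.63 (SE 0.34); its near copy SLC2A14 also passed, and the arrays cannot tell them apart with certainty. LETM2 was the only other named gene higher in both. The 3 transcripts lower in both cell lines have no gene name. For the 4 genes plotted, each treated array lay above each control array in both cell lines, and the test after adjustment called none of them.

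**Figure D3:**
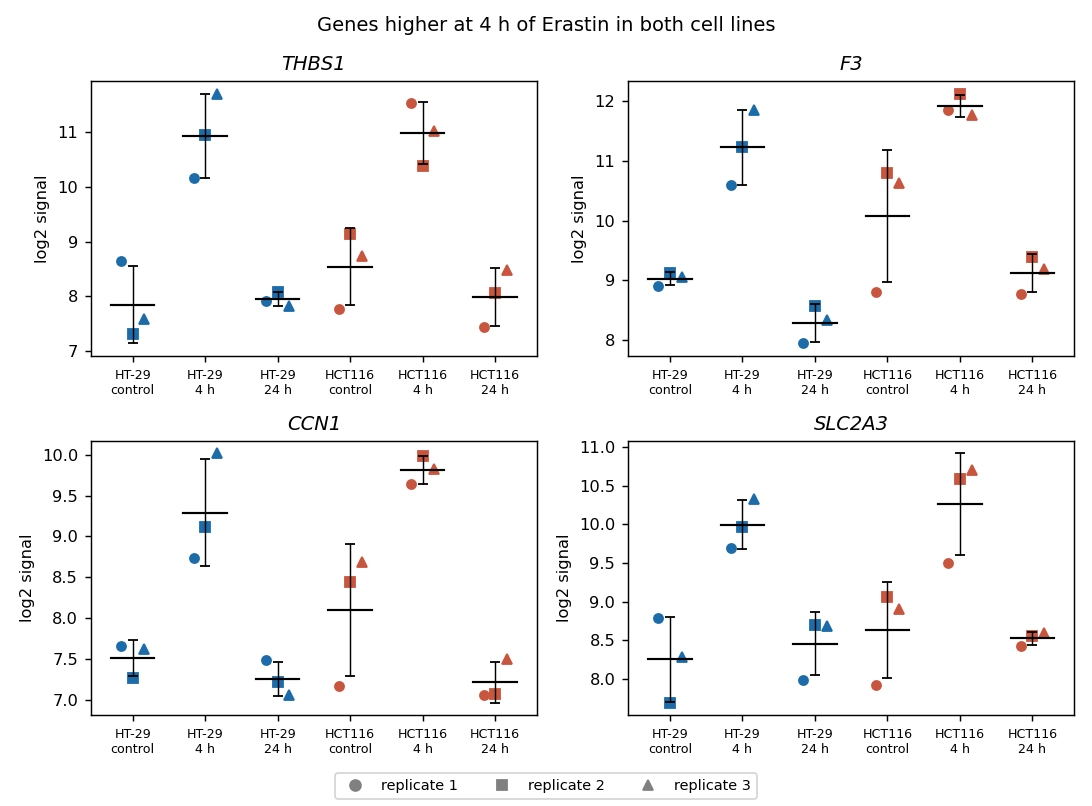
Log2 signal of THBS1, F3, CCN1 and SLC2A3 in each array by group, with a marker shape for each replicate and a bar at the mean of each group. The 4 h arrays lie above the control arrays in both cell lines.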

Because there were only two DETs changed at 4 h of ER treatment in both cell types, we compared common DETs at 24 h in these cells (Supplementary Table 2). We found that 26 common transcripts were expressed in both HT-29 and HCT116 cells. Several of these transcripts are associated with genes that have been shown to be expressed during ferroptosis, e.g., *ASNS, CHAC1, DDIT4 and FYN* (Sinha et al., 2023; Gan et al., 2024; Zhou et al., 2021; Qi et al., 2025). 

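GDF15, a cytokine released under cellular stress, rose after 24 h of ER in both cell lines, by 3.3 (SE 0.35, adjusted p = 0.0334) on the log2 scale in HT-29 and 2.58 (SE 0.25, adjusted p = 0.00363) in HCT116. It was 1 of the 3 transcripts that passed an adjusted p of 0.05 in both, with CHAC1 and DDIT4, and all 3 had each treated array above each control array. Enzymes that load amino acids onto tRNA were among the shared DETs. SARS1, for serine, was higher by 1.62 (SE 0.27) and 1.59 (SE 0.25), CARS1, for cysteine, by 1.54 (SE 0.29) and 1.18 (SE 0.18), and GARS1, for glycine, by 1.09 (SE 0.24) and 1.24 (SE 0.18). GPT2, a mitochondrial alanine aminotransferase, was higher by 1.31 (SE 0.30) and 1.23 (SE 0.19). FGF19, a gut hormone of bile acid control, was higher by 1.38 (SE 0.28) and 1.28 (SE 0.21), and ULBP1, a ligand of a receptor on natural killer cells, by 1.63 (SE 0.34) and 1.58 (SE 0.26). After adjustment limma called 3 transcripts in HT-29 and 11 in HCT116, all higher, and the methods' t-test called 0 in both, as did its global permutation p. With only the arrays compared the counts were 1 and 7, with single-gene transcripts 7 and 92, with gene means 7 and 111, and in HT-29 16 with all 18 arrays in 1 fit and 10 with arrayWeights. The HT-29 count was 0 without control replicate 1, control replicate 2, 24 h replicate 2 or 24 h replicate 3, 1 without control replicate 3, 4 h replicate 2 or 4 h replicate 3, 6 without 24 h replicate 1, and 0 with the arrays of replicates 2 and 3 alone. The HCT116 count was 6 without control replicate 2 or control replicate 3. For GDF15 in HT-29, the call was lost without control replicate 1, control replicate 2, control replicate 3, 4 h replicate 2, 4 h replicate 3, 24 h replicate 2 or 24 h replicate 3 (adjusted p = 0.267, 0.261, 0.119, 0.0913, 0.0859, 0.295 and 0.266, in that order).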

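FYN, a kinase of the Src family, was a DET in both cell lines after 24 h, higher by 1.68 (SE 0.26, adjusted p = 0.237) on the log2 scale in HT-29 and 1.39 (SE 0.24, adjusted p = 0.148) in HCT116, with each treated array above each control array. Of 29 measured regulators of ferroptosis, 2 were DETs in HT-29, CHAC1 and SAT1, and 5 in HCT116, where SLC7A11, FTL and HMOX1 joined them; adjusted over the list alone, 2 and 6 were called, all higher. SLC7A11, the cystine carrier that ER inhibits, was higher by 2.88 (SE 0.54, adjusted p = 0.162) in HCT116 and stood at 1.98 (SE 1.07, adjusted p = 1) in HT-29. HMOX1, which breaks down heme, was higher by 1.44 (SE 0.35) in HCT116 and stood at 1.19 (SE 0.50) in HT-29. GPX4, the peroxidase that protects membrane lipids, was no DET, at 0.85 (SE 0.31) and 0.62 (SE 0.25). The lipoxygenase genes ALOX5, at -0.14 (SE 0.28) and 0.45 (SE 0.22), and ALOX15, at 0.23 (SE 0.33) and 0.14 (SE 0.24), were none either. As a group the regulators were not called by camera (adjusted p = 0.358 in HT-29 and 0.314 in HCT116). Their median log2 fold change was -0.06 in HT-29 and -0.20 in HCT116 and their mean 0.22 and 0.30, of the opposite sign. The study names several of these genes from the same arrays, so the list is not independent evidence. For the regulators in HCT116, a call came up without 24 h replicate 1 (adjusted p = 0.0265).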

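CHAC1 (transcript TC1500010723.hg.1), which degrades glutathione, rose after 24 h of ER from a log2 signal of 8.41 ± 0.47 (SD, n = 3) to 11.75 ± 0.15 in HT-29, a fold of 10.1 (SE of the log2 fold 0.28, adjusted p = 0.00652 from limma). In HCT116 it rose from 8.47 ± 0.22 to 11.37 ± 0.52, a fold of 7.45 (SE 0.26, adjusted p = 0.00314 from limma). DDIT4 (TC1000007990.hg.1) rose 9.74-fold in HT-29 (SE 0.34, adjusted p = 0.0334) and 7.11-fold in HCT116 (SE 0.25, adjusted p = 0.00314). PCK2 (TC1400006715.hg.1), the mitochondrial enzyme that makes phosphoenolpyruvate, rose 6.83-fold in HCT116 (SE 0.29, adjusted p = 0.00826) and was a DET in HT-29 at 7.90-fold (SE 0.35, adjusted p = 0.0531). ASNS (TC0700011876.hg.1) rose 7.13-fold in HCT116 (SE 0.21, adjusted p = 0.00147) and was a DET in HT-29 at 6.88-fold (SE 0.40, adjusted p = 0.176). For all 4 genes each 24 h array lay above each control array in both cell lines. Their folds lie over 1.5 times above the paper's, read by eye as about 3.4 and 2.8 for CHAC1, and the scale of the folds is in doubt. Their log2 fold changes differed between HCT116 and HT-29 by -0.44 for CHAC1, -0.45 for DDIT4, -0.21 for PCK2 and 0.05 for ASNS, with an adjusted p of 1 from limma's interaction test for each. For CHAC1 in HT-29, the call was lost without control replicate 1, control replicate 2, 24 h replicate 2 or 24 h replicate 3 (adjusted p = 0.098, 0.0531, 0.052 and 0.0531, in that order). For DDIT4 in HT-29, the call was lost without control replicate 1, control replicate 2, control replicate 3, 4 h replicate 2, 4 h replicate 3, 24 h replicate 2 or 24 h replicate 3 (adjusted p = 0.0995, 0.0531, 0.155, 0.0913, 0.0859, 0.295 and 0.266, in that order). For PCK2 in HCT116, the call was lost without control replicate 2, control replicate 3 or 24 h replicate 3 (adjusted p = 0.0845, 0.0758 and 0.0573, in that order). For PCK2 in HT-29, a call came up without 24 h replicate 1 (adjusted p = 0.011).

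**Figure D4:**
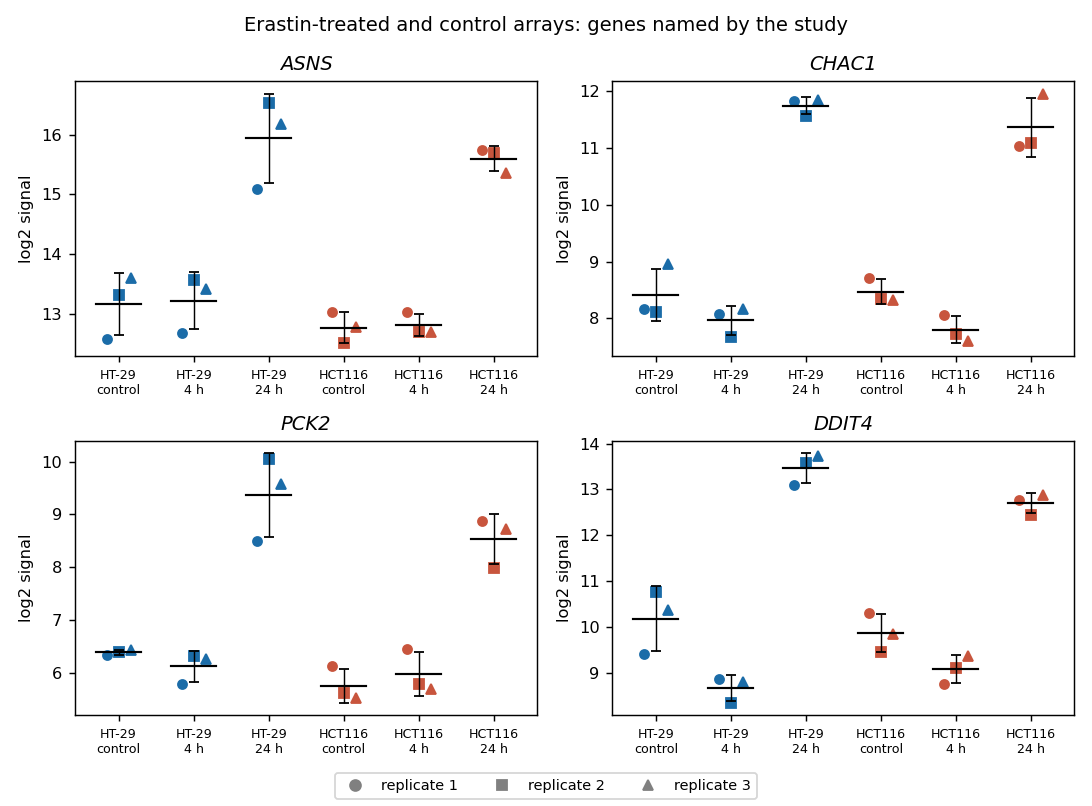
Log2 signal of ASNS, CHAC1, PCK2 and DDIT4 in each array by group, with a marker shape for each replicate and a bar at the mean of each group. The 24 h arrays lie above the control arrays for each gene, as for PCK2 in HT-29 at 9.37 ± 0.79 against 6.39 ± 0.04 (SD, n = 3).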

Interestingly, ASNS, CHAC1, PCK2 and DDTI4 transcripts were noticeably highly expressed in both cell lines, indicating possible similar responses to ER treatment.

Figure 5 shows clustering of DETs in HT-29 and HCT116 cells following ER treatment. 

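From 4 h to 24 h of ER, DDIT4 changed by 4.80 (SE 0.34, adjusted p = 0.000816) on the log2 scale in HT-29 and 3.62 (SE 0.25, adjusted p = 0.00056) in HCT116, and CHAC1 by 3.78 (SE 0.28, adjusted p = 0.000816) and 3.57 (SE 0.26, adjusted p = 0.00056). GDF15 changed by 3.95 (SE 0.35, adjusted p = 0.00488) and 2.95 (SE 0.25, adjusted p = 0.000951), and PCK2 by 3.24 (SE 0.35, adjusted p = 0.0126) and 2.55 (SE 0.29, adjusted p = 0.0123). In HCT116 ASNS changed by 2.79 (SE 0.21, adjusted p = 0.00056), NR1D1 by 1.89 (SE 0.22, adjusted p = 0.0136) and AARS1, the alanine tRNA synthetase, by 1.51 (SE 0.18, adjusted p = 0.0167). DKK1 fell in HT-29, at -3.77 (SE 0.35, adjusted p = 0.00611). Apart from their place among the genes named at single times, they were chosen for this contrast after their values were seen. At 4 h, DDIT4 had been a DET below the control in HT-29, at -1.51 (SE 0.34). Between the times, 31 transcripts differed in HT-29 at an adjusted p under 0.05 from limma, 23 of them higher at 24 h, and 113 in HCT116, 95 of them higher at 24 h. The methods' t-test called 0 in HT-29 and 1 in HCT116, its global permutation p 0 and 0, a fit of only the arrays compared 5 and 19, and all 18 arrays in 1 fit 132 and 76. The HT-29 arrays of replicates 2 and 3 alone, chosen after seeing the data, gave 16. HCT116 had 180 with transcripts above the median signal, 505 with single-gene transcripts and 489 with gene means, and also more than 113 with a replicate block. With 1 array left out, HT-29 had 14, 13 and 13 without control replicates 1, 2 and 3, 2 and 8 without 4 h replicates 2 and 3, and 13, 5 and 5 without 24 h replicates 1, 2 and 3. HCT116 had 60 without control replicate 2, 9, 9 and 10 without 4 h replicates 1, 2 and 3, and 26, 33 and 48 without 24 h replicates 1, 2 and 3. DETs at 24 h numbered 512 in HT-29 and 1679 in HCT116, and the HCT116 count was 1096 without control replicate 3. By chance 679 transcripts would pass the p threshold, more than the 512 of HT-29.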

The expression pattern shows a clear time-dependency of ER effects and in both cell lines, 24 h treatment elicited largest numbers DETs/genes regulated by ER. 

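TRIB3, a pseudokinase that limits ATF4, was higher after 24 h by 2.31 (SE 0.29, adjusted p = 0.0726) on the log2 scale in HT-29 and 1.37 (SE 0.26, adjusted p = 0.184) in HCT116, a difference of -0.94 (SE 0.40, adjusted p = 1). For ABCC3, an exporter of conjugated compounds, the difference was 0.77 (SE 1.64, adjusted p = 1) and for the stress cytokine GDF15 -0.72 (SE 0.44, adjusted p = 1). For THBS1 at 4 h it was -0.64 (SE 0.61). At an adjusted p under 0.05, limma's interaction test over all 18 arrays called 0 transcripts at 4 h and 0 at 24 h, with smallest adjusted p of 0.808 and 1. At an unadjusted p under 0.05 it found 5132 and 4885, both under the share of 0.05 that chance gives. The median SE of a difference between the cell lines was 0.39, so counts of 0 do not show that they respond alike. The HT-29 label covers arrays with unlike marker levels: over 193 transcripts that set the replicate 1 HT-29 control above the HCT116 controls by more than 2 log2 units, the median excess over HCT116 at 4 h was 3.39 in replicate 1, 0.13 in replicate 2 and 0.34 in replicate 3. At 24 h it was 2.8, 0.31 and 0.63. These transcripts were chosen after their values were seen.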

Further, the clustering pattern shows a clear difference in gene regulation in HT-29 and HCT116 cell types.

**FIGURE 5:**
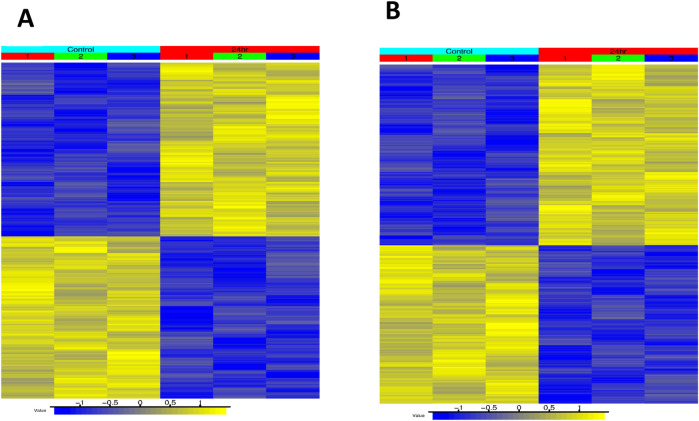
Heat map showing hierarchical clustering DETs of HT-29 [**(A)** 600 DET’s] and HCT116 [**(B)** 992 DET’s] following treatment with Erastin at 24 h. Yellow represents upregulated DET’s, and blue indicates downregulated DET’s.

### Pathways analysis

Several differentially expressed pathways were identified in HT-29 and HCT116 cells following ER treatment (Supplementary Table 3). At 4 h ER treatment, one pathway was identified in HT-29 and no pathways in HCT116 cells. In contrast, several pathways could be identified in both cell lines at 24 h: more in HT-29 than HCT116. These findings would suggest that ER does not significantly induce early response in these cells and that HT-29 cells are more sensitive to ER-dependent late responses than HCT116 cells. Additionally, this may indicate cell line-specific sensitivity, pathway activation, or stress responses.

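Immediate early genes, the first to answer growth and stress signals, mostly stood above the control at 4 h in both cell lines. Of 24 measured, CCN1 and FOSL1 were DETs in HT-29 and CCN1 and KLF6, a zinc finger factor at 0.97 (SE 0.24) on the log2 scale, in HCT116. In HT-29, 21 of the 24 stood above the control (camera adjusted p = 0.000115; adjusted p = 0.827 with an estimated correlation), and in HCT116 18 did (adjusted p = 8.03e-05; adjusted p = 0.55 with an estimated correlation). MYC, a driver of cell growth, stood at 1.21 (SE 0.39) and 1.04 (SE 0.37) and was no DET. In each cell line 2 genes were called when adjusted over the list alone. Of 20 genes of cholesterol synthesis and uptake, 16 stood below the control in HT-29 (adjusted p = 0.00482; adjusted p = 0.827 with an estimated correlation) and 13 in HCT116 (adjusted p = 0.00678; adjusted p = 0.55 with an estimated correlation), with HSD17B7 a DET in HCT116 at -0.92 (SE 0.22). Of 30 genes of mitosis, 25 stood below the control in HT-29 (adjusted p = 0.000624; adjusted p = 0.855 with an estimated correlation), and 0 were DETs by limma. Of the 33 lists, camera called 6 in HT-29 and 9 in HCT116 at 4 h; with an estimated correlation camera called 0 in either, as did fry. Camera called 13 in HT-29 without 4 h replicate 3, and 5 in HCT116 without 4 h replicate 1 or 4 h replicate 3. For cholesterol genes in HT-29, the call was lost without 4 h replicate 2 (adjusted p = 0.24). In HCT116, the call was lost without control replicate 2 or 4 h replicate 1 (adjusted p = 0.165 and 0.0739, in that order). The immediate early call in HCT116 was lost without control replicate 1 (adjusted p = 0.114), and the mitosis call in HT-29 without 4 h replicate 2 (adjusted p = 0.243).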

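Some genes of autophagy and the lysosome were higher in HCT116 cells after 24 h of ER. Of 23 measured, 4 were DETs: ULK1, the kinase that starts autophagy, at 0.90 (SE 0.22) on the log2 scale, the cargo receptor NBR1 at 1.06 (SE 0.26), GABARAPL1, a protein of the autophagosome membrane, at 1.18 (SE 0.29), and the lysosomal protease CTSD at 0.66 (SE 0.19). When adjusted over the list alone, 8 were higher and 1 lower (camera adjusted p = 0.000521; adjusted p = 0.0755 with an estimated correlation). In HT-29, NBR1 was the DET of this list at 1.08 (SE 0.26), and camera did not call it (adjusted p = 0.0597). Of 18 genes induced by hypoxia, BNIP3L, NDRG1 at 1.36 (SE 0.29) and MXI1 at 1.16 (SE 0.23) were DETs in HCT116 (adjusted p = 0.00302; adjusted p = 0.07 with an estimated correlation), and the list was not called in HT-29 (adjusted p = 0.148). The immediate early genes were called up in HT-29 (adjusted p = 4.35e-05; adjusted p = 0.366 with an estimated correlation), with EGR1 a DET at 1.56 (SE 0.30). Of the 33 lists, camera called 16 in HT-29 and 19 in HCT116; 2 and 5 of these held with an estimated correlation, and fry called 4 and 9. Calls of a list in 1 cell line and not in the other were not tested as a difference. For autophagy genes in HT-29, a call came up without 24 h replicate 1 or 24 h replicate 2 (adjusted p = 0.0118 and 0.0396, in that order).

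**Figure D5:**
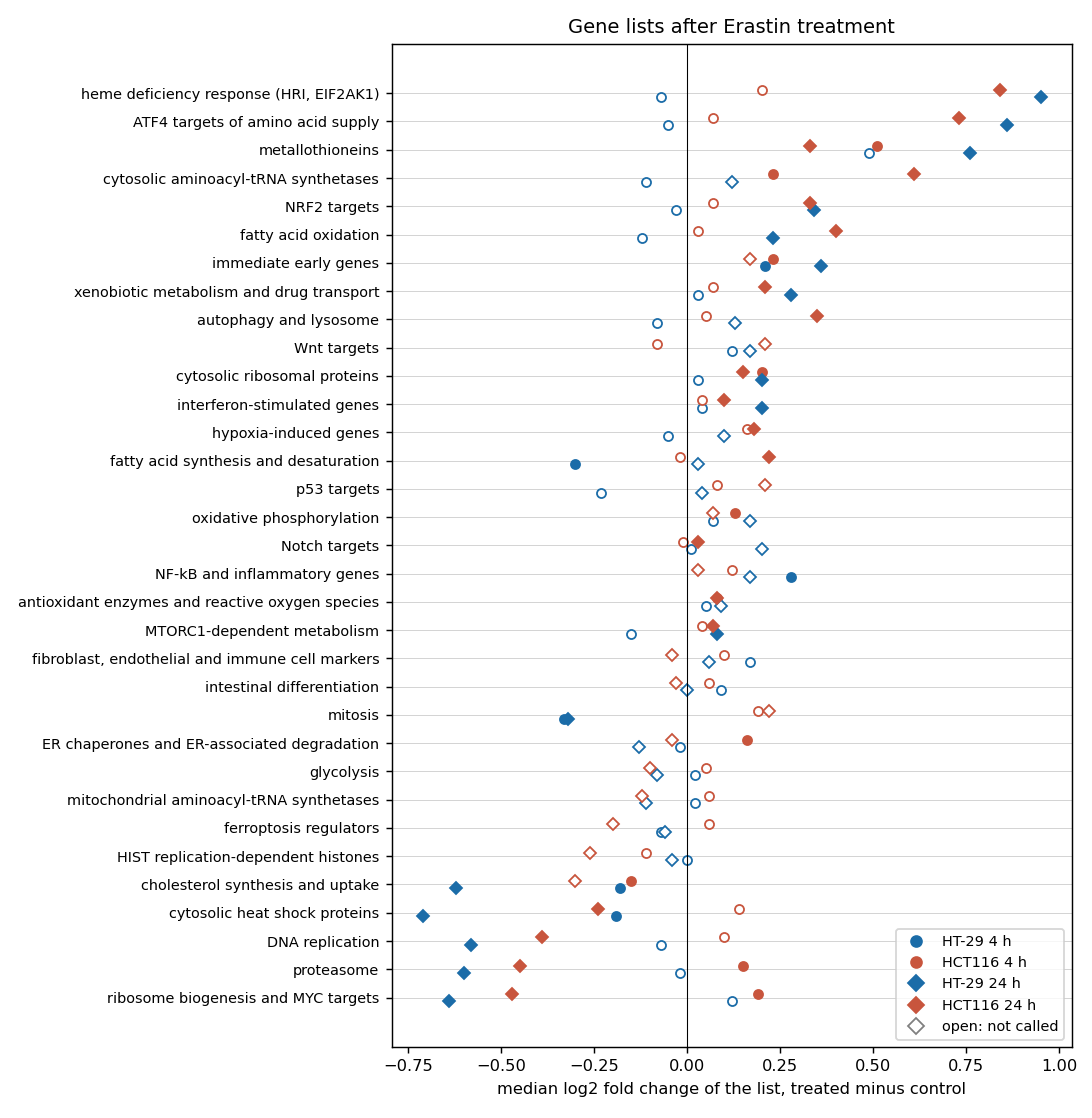
Median log2 fold change, treated minus control, of each of 33 gene lists in the 4 comparisons. Filled points mark lists that camera called at an adjusted p under 0.05 and open points the others; the ATF4 targets reach 0.86 in HT-29 and 0.73 in HCT116 at 24 h.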

Furthermore, pathway analysis indicated that several pathways were common to both cell lines in response to 24 h ER treatment (Supplementary Table 4).

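Of 19 measured cytosolic aminoacyl-tRNA synthetases, which load amino acids onto tRNA, 4 were DETs and higher in each cell line after 24 h: AARS1, GARS1, CARS1 and SARS1. AARS1 was at 1.22 (SE 0.27) on the log2 scale in HT-29 and 1.37 (SE 0.18) in HCT116. With the p adjusted over the list alone, 4 were higher and 1 lower in HT-29 and 9 were higher in HCT116. Of the 19, 8 stood below the control in HT-29 and 7 in HCT116. Camera called the synthetases in HCT116 (adjusted p = 0.000295; adjusted p = 0.13 with an estimated correlation) and not in HT-29 (adjusted p = 0.0863), and 5 of the list's 24 genes had no value. Cytosolic ribosomal proteins stood above the control for 29 of 32 genes in HT-29 (adjusted p = 0.0327; adjusted p = 0.696 with an estimated correlation) and 28 of 32 in HCT116 (adjusted p = 0.017; adjusted p = 0.653 with an estimated correlation), with 0 DETs by limma in either; 32 of that list's 48 genes were measured, under the share that a check of a list needs. In both cell lines camera called 9 lists up and 4 down at 24 h, with 0 lists in opposite directions. Of these, the heme deficiency response and the ATF4 targets held in both with an estimated correlation. These lists share genes, among them ASNS and CHAC1, so they are not separate findings. For the synthetases in HT-29, a call came up without 24 h replicate 1 or 24 h replicate 2 (adjusted p = 0.0464 and 0.0404, in that order). For ribosomal proteins in HT-29, the call was lost without control replicate 2, control replicate 3, 24 h replicate 2 or 24 h replicate 3 (adjusted p = 0.222, 0.296, 0.306 and 0.253, in that order). For ribosomal proteins in HCT116, the call was lost without control replicate 1, control replicate 2 or 24 h replicate 3 (adjusted p = 0.125, 0.327 and 0.491, in that order).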

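Targets of ATF4, the transcription factor of amino acid shortage, mostly stood above the control after 24 h of ER. Of 39 measured, 15 were DETs and higher in HT-29 and 17 in HCT116, and limma found 0 lower DETs among them in either; adjusted over the list alone, 19 and 21 were higher. PSAT1, an enzyme of serine synthesis, rose in HCT116 by 1.73 (SE 0.20, adjusted p = 0.0148) on the log2 scale and was a DET in HT-29 at 1.55 (SE 0.23, adjusted p = 0.211). MTHFD2, a mitochondrial enzyme of folate metabolism, was a DET in HCT116 at 0.91 (SE 0.19), and STC2, a secreted stress hormone, at 0.89 (SE 0.22). In HT-29, 37 of the 39 stood above the control and in HCT116 34. Camera called the targets up in both (adjusted p = 7.9e-34 and 2.93e-24), and the calls held with an estimated correlation (adjusted p = 0.0138 and 0.00412). The study names ASNS, CHAC1, PCK2, DDIT4 and PSAT1, which the list holds, from these arrays, so the count is not independent evidence. At 4 h the targets were not called (adjusted p = 0.141 and 0.594). For PSAT1 in HCT116, the call was lost without control replicate 2, control replicate 3, 24 h replicate 1, 24 h replicate 2 or 24 h replicate 3 (adjusted p = 0.144, 0.11, 0.0782, 0.0994 and 0.0573, in that order). At 4 h camera called the targets lower in HT-29 without control replicate 1 (adjusted p = 0.0464), and with all arrays did not (adjusted p = 0.141).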

Our data indicate that several important biological pathways are modulated by ER treatment in both HT-29 and HCT116 cells. This suggests a strong stress response activation, likely due to heme or iron metabolism perturbation by ER in both cell types as they are highly enriched in both HT-29 and HCT116 cells (NES = 14.51 and 11.17, respectively) with upregulated genes. 

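Genes that the kinase HRI (EIF2AK1) induces when heme is short mostly stood above the control after 24 h in both cell lines. Of 14 measured, 6 were DETs in HT-29 (CHAC1, TRIB3, ASNS, GRB10, DDIT3 and ATF3) and 7 in HCT116 (ASNS, CHAC1, GRB10, TRIB3, ATF4, DDIT3 and CEBPG), all higher. GRB10, an adaptor that dampens insulin signalling, was at 1.66 (SE 0.30) on the log2 scale in HT-29 and 1.34 (SE 0.19) in HCT116. DDIT3, a transcription factor of prolonged stress, was at 1.15 (SE 0.28) and 1.03 (SE 0.24), and CEBPG, a partner of ATF4, at 0.87 (SE 0.24) in HCT116. The calls adjusted over the list alone were 10 higher and 1 lower in HT-29 and 9 higher in HCT116. The members stood above the control for 13 of 14 genes in HT-29 and 12 of 14 in HCT116, with median log2 fold changes of 0.95 and 0.84. Camera called them up (adjusted p = 2.11e-15 and 1.34e-11), and the calls held with an estimated correlation (adjusted p = 0.0138 and 0.00673). The list follows a response the study names from these arrays, so it is not independent evidence of its direction. It shares ASNS and CHAC1 with the ATF4 targets, so the lists do not separate heme shortage from amino acid shortage. From the enrichment of this response with upregulated genes in both cell lines, the paper proposes that ER activates a stress response, through a perturbation of heme or iron metabolism.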

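Chaperones of the endoplasmic reticulum did not rise as a group after 24 h of ER. Of 32 measured genes for its chaperones and for the degradation of its proteins, DNAJB11, a co-chaperone of HSPA5, was the DET in each cell line, lower at -0.89 (SE 0.24) on the log2 scale in HT-29 and -0.73 (SE 0.21) in HCT116. SDF2L1, which aids chaperones there, stood at -0.62 (SE 0.25) and -0.49 (SE 0.19), and HSPA5, the main chaperone of this compartment and picked after its value was seen, at -0.33 (SE 0.24) and -0.15 (SE 0.21). HERPUD1, which serves the degradation of misfolded proteins, stood at 0.69 (SE 0.33) and 0.27 (SE 0.30), and ERN1, a sensor of misfolded proteins, at 0.81 (SE 0.32) and 0.64 (SE 0.19). None of these others was a DET. Of the 32, 22 stood below the control in HT-29 and 17 in HCT116. Camera did not call the group (adjusted p = 0.0825 and 0.506); its median log2 fold change was -0.13 in HT-29, and in HCT116 the median of -0.04 and the mean of 0.02 differ in sign. Over the list alone, adjusted limma p called 0 of them in either cell line. DETs such as ASNS, CHAC1, DDIT3 and ATF4, which answer to the same stress pathway, stand in the lists for ATF4 and HRI. In HT-29, the group was called lower without 24 h replicate 3 (adjusted p = 0.0422).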

Second, Unfolded Protein Response (UPR) is also highly significant in both HT-29 and HCT116 cells, (NES 9.45 and 3.97, respectively)- six of eight significant DETs in Hallmark UPR in HT-29, all 5 UPR DETs in HCT116 are upregulated, indicating endoplasmic reticulum stress, which usually results from the accumulation of misfolded proteins, caused by oxidative stress. Third, there appears to be shift in metabolic and detoxification pathways as these are elevated in both HT-29 and HCT116. This would suggest differential regulation of detoxification genes, possibly due to exposure to ER or its metabolites. 

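Most measured targets of NRF2, the transcription factor of the oxidant response, stood above the control after 24 h. Of 27 measured, 7 were DETs in HCT116, all higher, among them GCLC, which starts glutathione synthesis, at 1.08 (SE 0.19) on the log2 scale, FTL, the light chain of the iron store ferritin, at 1.06 (SE 0.22), and ABCC2, an exporter of conjugates, at 1.62 (SE 0.27). In HT-29, 1 was a DET, and GCLC stood at 0.26 (SE 0.40) and FTL at 0.88 (SE 0.30). HCT116 had 7 and HT-29 had 1 when adjusted over the list alone. The targets stood above the control for 25 of 27 genes in HCT116 (camera adjusted p = 7.82e-10; adjusted p = 0.0301 with an estimated correlation) and 20 in HT-29 (adjusted p = 0.00064; adjusted p = 0.366 with an estimated correlation). Of 21 genes of fatty acid oxidation, all 21 stood above the control in HCT116, where ACAA2 at 1.08 (SE 0.21) and HADHB at 0.66 (SE 0.19), enzymes of its last steps, were DETs (adjusted p = 7.25e-07; adjusted p = 0.0218 with an estimated correlation). In HT-29, 18 did, with 0 DETs by limma (adjusted p = 0.014; adjusted p = 0.332 with an estimated correlation). In HCT116, 3 were called when adjusted over the list alone. For fatty acid oxidation in HT-29, the call was lost without control replicate 2 (adjusted p = 0.0861).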

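Most measured genes of cholesterol synthesis and uptake stood below the control in HT-29 cells after 24 h of ER. Of 20 measured, 3 were DETs: INSIG1, which holds the sterol sensor in the endoplasmic reticulum, at -1.32 (SE 0.25) on the log2 scale, IDI1, an isomerase of isoprenoid synthesis, at -1.32 (SE 0.31), and DHCR7, which makes the final step to cholesterol, at -1.03 (SE 0.27). A further count, adjusted over the list alone, gave 5 lower genes. In all, 17 of 20 stood below the control (camera adjusted p = 2.83e-08; adjusted p = 0.075 with an estimated correlation). In HCT116 the members went both ways. MVK, the mevalonate kinase, was a lower DET at -0.76 (SE 0.21) and TM7SF2, a sterol reductase, a higher one at 1.04 (SE 0.25), while INSIG1 stood at -0.78 (SE 0.24). Adjusted over the list alone, 3 were higher and 3 lower, and camera did not call the group (adjusted p = 0.115). In HCT116, the group was called lower without control replicate 3 or 24 h replicate 2 (adjusted p = 0.0398 and 0.0281, in that order).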

Finally, changes in cholesterol homoeostasis pathway suggest changes in lipid metabolism or membrane composition. These are further represented in a heatmap (Figure 6).

**FIGURE 6:**
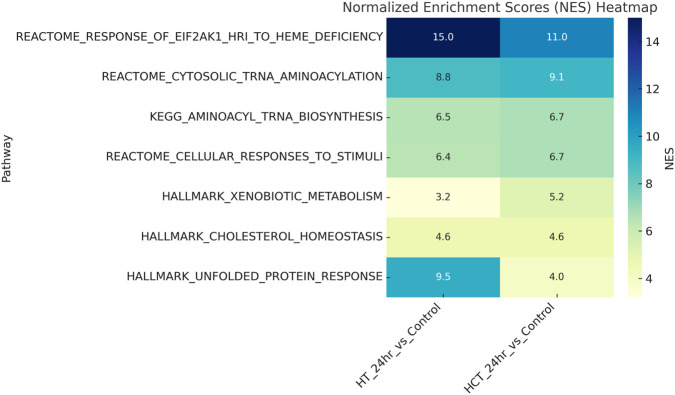
A diagrammatic presentation of common pathways modulated in both HT-29 and HCT116 cells by Erastin at 24 h exposure.

A landscape plot to was constructed to visualize important ferroptotic pathways influenced by ER treatment in both HT-29 and HCT116 cells at 24 h. As shown in Figure 7, several biologically relevant pathways common to both cell lines were affected by ER treatment. Pathways that relate to and define ferroptosis are summarized in Table 1. We found that ROS and unfolded protein response (UPR) pathways were significantly enhanced in both cell lines while M-TORC1 Signaling and Fatty Acid Metabolism were decreased. 

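Genes that depend on MTORC1, a kinase complex of growth and metabolism, went both ways after 24 h of ER. Of 34 measured, 8 were higher DETs and 3 lower in HT-29, and 10 were higher and 1 lower in HCT116. The higher ones, such as ASNS, PHGDH, TRIB3 and SLC1A4, are also targets of ATF4. The lower ones in HT-29 were INSIG1 and IDI1, of sterol synthesis, and HK2, which starts glycolysis, at -1.08 (SE 0.23) on the log2 scale; in HCT116 it was PSMC4, a proteasome subunit, at -1.03 (SE 0.29). Adjusted over the list alone, 10 were higher and 4 lower in HT-29 and 11 and 4 in HCT116. Camera called the group up in HT-29 (adjusted p = 0.0327; adjusted p = 0.525 with an estimated correlation) and HCT116 (adjusted p = 0.00301; adjusted p = 0.397 with an estimated correlation), with medians of 0.08 and 0.07 and means of 0.35 and 0.41. Of 17 genes of fatty acid synthesis and desaturation, ACSL5, which activates fatty acids, was the DET in HCT116 at 0.73 (SE 0.21) (camera up, adjusted p = 0.0338; adjusted p = 0.181 with an estimated correlation). FASN, the fatty acid synthase, stood at -0.93 (SE 0.30) and -0.57 (SE 0.34), and in HT-29 the group was not called (adjusted p = 0.915), with a median of 0.03 and a test in the downward direction. Adjusted over the list alone, limma called 0 of the 17 in either cell line. For the MTORC1 group in HT-29, the call was lost without control replicate 2, 4 h replicate 2 or 24 h replicate 3 (adjusted p = 0.189, 0.0557 and 0.247, in that order). For the MTORC1 group in HCT116, the call was lost without 24 h replicate 3 (adjusted p = 0.091). For fatty acid synthesis in HCT116, the call was lost without control replicate 3 or 24 h replicate 3 (adjusted p = 0.216 and 0.0752, in that order).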

MTORC1 signaling is indicative of enhanced ferroptosis as MTORC1 controls both lipid metabolism (Cheon and Cho, 2021) and cholesterol synthesis (Lu et al., 2020).

**FIGURE 7:**
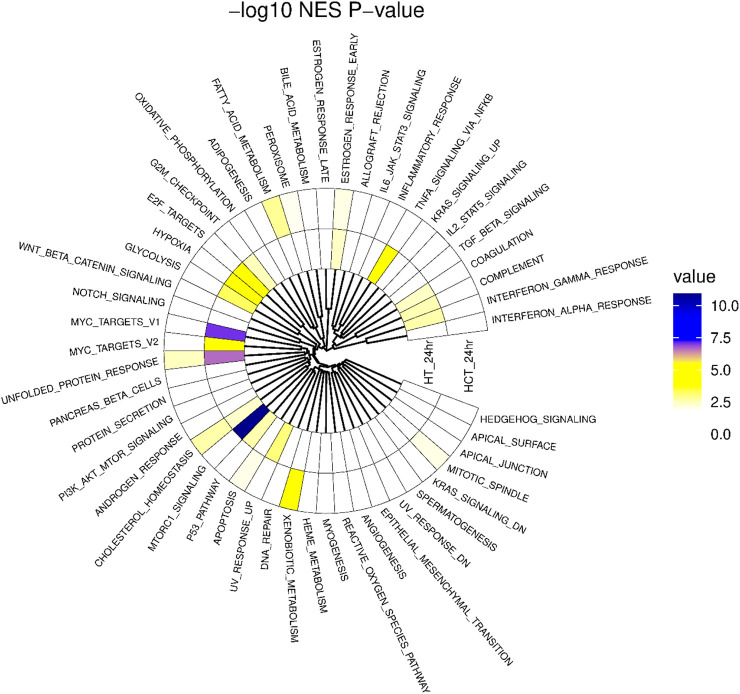
Landscape Plot depicting the -log10p-values of each hallmark (n = 50) pathway across the four exposure groups. Pathways are ordered in the circular view based on hierarchal clustering of the gene membership (i.e., gene set similarity).

**TABLE 1:** Comparative table for ferroptosis-related Hallmark pathways common to both HT-29 and HCT116 cells following Erastin treatment for 24 h. NES, Normalized Enrichment Score.

Pathway	HT-29 NES	HCT116 NES	Significance
Interferon alpha response	0.74	2.47	Strong immune activation
Interferon gamma response	4.26	1.20	Strong immune activation
Glycolysis	5.03	1.85	Metabolism shift, enhanced in HT-29
ROS pathway	0.51	2.41	Increased ROS in HCT116
Unfolded protein response (UPR)	9.45	3.97	Oxidative stress-induced protein folding
Xenobiotic metabolism	3.18	5.22	Detoxification of reactive species
Oxidative phosphorylation	1.06	1.13	Decreased in both, consistent with ferroptosis
M-TORC1 signaling	12.26	2.34	Higher activity in HT-29 than HCT116
Fatty acid metabolism	1.47	4.34	Increase in lipid metabolism, more in HCT116

### RT-PCR studies

RT-PCR studies were carried out to confirm ER induced DETs that were found to be common in both cell lines by microarray analysis and have been implicated in the process of ferroptosis. To expand our comparisons, we also included DLD-1, another KRAS-mutant cell line representing the more “classical” adenoma–carcinoma pathway. Thus, HCT116, HT-29, and DLD-1 complement each other, reflecting a spectrum of genetic backgrounds frequently used in CRC research. The results of RT-PCR are shown in Figure 8.

Several common DETs observed in Microarray analysis of CRC cells following ER treatment (Supplemetary Table 2) were confirmed by RT-PCR (Figure 8). *CHAC1* has been found to be an important gene for oxidative stress (Sun et al., 2024) and ferroptosis (Sinha et al., 2023). We have previously observed significant induction of CHAC1 in CRC during ferroptosis by NCX4040 as well as in other tumor cells undergoing ferroptosis (Sinha et al., 2023). Heme oxygenase1, a biomarker gene for oxidative stress (Liu et al., 2011; Yue et al., 2015), was universally induced in all CRC cell line we tested (Supplementary Table 3) at 24 h, suggesting a strong ER-induced oxidative stress in these cells. Glutathione Peroxidase 4 (*GPX4*), an important gene for modulating ferroptosis, was slightly induced. It has been suggested that this upregulation of *GPX4,* in some cancer cells, is a compensatory mechanism to respond to ER-induced stress to prevent death from ferroptosis.

**FIGURE 8:**
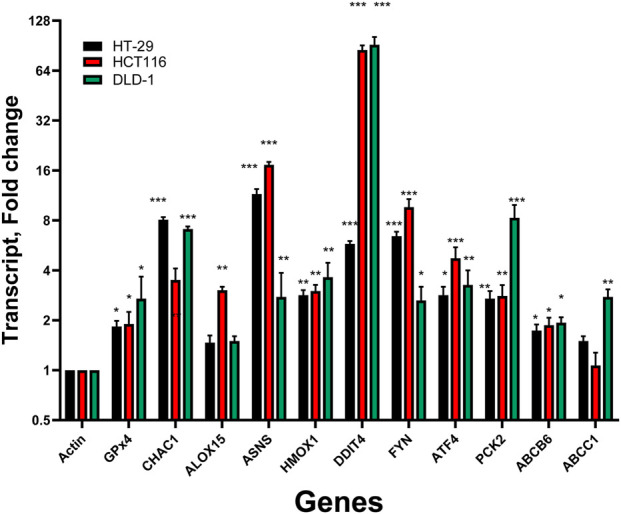
RT-PCR results for colon cancer cells following 24 h of Erastin treatment. RNA was isolated, purified, and subjected to RT-PCR as described in the Methods section. Gene expression was normalized to β-actin, and expression levels in each treatment group were compared with those of time-matched controls. Data are presented as fold change relative to β-actin. *, **, and *** indicate p < 0.05, p < 0.005, and p < 0.001, respectively.

ER treatment slightly increased expressions of ALOX5 gene which encodes for arachidonate15-lipoxygenase (also known as 15-LOX) is known to be involved in generating lipid mediators that regulate inflammation and other biological processes. ALOX15 is an important meditator of ferroptosis as it catalyzes the oxidation of polyunsaturated fatty acids (PUFAs) in cell membranes, leading to the production of ROS and lipid hydroperoxides, a hallmark of ferroptosis.

ASNA (Asparagine synthetase) is a gene that encodes for enzyme asparagine synthetase to produce aspartate and glutamine, an essential amino acid for protein synthesis. ASNS have been reported to be involved in ferroptosis and is now considered a biomarker gene in CRC, hepatocarcinoma and prostate cancer (Chen et al., 2021a; Gan et al., 2024) along with PCK2 gene (Qi et al., 2025; Li et al., 2025). Our RT-PCR results showed that ASNS gene was highly induced by ER in both HT-29 and HCT116, however, less in DLD-1 cells.

Our results also show that *DDIT4* (DNA damage-inducible transcript 4) was upregulated in HT-29 cells (5.5-fold) while it was highly induced in both HCT116 and DLD-1 cells. DDIT4 is a stress-related gene that is upregulated in response to DNA damage, hypoxia, and endoplasmic reticulum damage. DDIT4 encodes a protein that has been reported to inhibit mTORC1 activity, a signaling pathway involved in cell growth, metabolism, and survival, resulting in cytotoxicity under stress conditions, especially under oxidative stress. Upregulation of DDIT4 gene has been shown to enhance ferroptotic cell death in lung cancer and in neurons (Zhou et al., 2021; Luo et al., 2023).

RT-PCR indicated ER treatment caused significant upregulations of FYN gene in both HT-29 and HCT116 cells, and a smaller upregulation in DLD-1 cells. The FYN gene encodes Fyn tyrosine kinase, a member of the Src family of kinases which is involved in cell growth, adhesion, and signaling. While Fyn is not directly involved in ferroptosis, Fyn can activate CLDN6 through phosphorylation, promoting NrF2 nuclear export and inducing ferroptosis (Qi et al., 2025). ER treatment also caused an upregulation of ATF4 (Activating transcription factor 4) in all three CRC cells. ATF4, a mediator of metabolic, oxidative homeostasis and cell survival, is upregulated in response to diverse microenvironmental stresses, ER stress damage, and oxidative stress (Kress et al., 2023; Tang et al., 2024). The function of ATF4 in ferroptosis is complex: it can act both as an inhibitor or it can upregulate ferroptosis (Chen et al., 2017; Tang et al., 2024).

ABC transporters, especially ABCB6 and ABCC1, have been implicated in ferroptosis (Zhang et al., 2025; Chen et al., 2021b; Yang et al., 2025). ABCC1 is involved in the efflux of GSH, making cells more susceptible to ferroptosis. High ABCC1 expression in tumor cells can thus make cells more sensitive to ferroptosis-inducing agents, like Erastin, due to the GSH depletion caused by ABCC1’s activity. Our RT-PCR studies showed that ABCB6 was slightly upregulated by ER treatments while ABCC1 expression was only increased in DLD-1 cells.

## Discussion

Colon cancer is one of leading causes of death worldwide due to failure to treatment, resulting from the development of chemotherapy resistance. Unfortunately, there are not many CRC-selective, devoid of resistance, drugs available. There is significant need for better drugs or combinations of drugs for treatment of CRC. Ferroptosis, a new form of cell death, is characterized by iron-dependent lipid peroxidation, and has gained a great deal of recognition as a promising therapeutic avenue. Human CRC contain RAS mutations, most commonly at G13D and ferroptosis inducers, such as Erastin or RSL3, are effective against tumors harboring KRAS mutations. Both Erastin and RSL3 induce ferroptosis by inhibiting functions of GPX4, leading to generation of ROS (and lipid ROS) and that ultimately result in extensive cell membrane peroxidation and death. In recent years, combinations of ER and RSL3 with other chemotherapeutic agents have been shown to highly effective against several difficult to cure human cancers, including ABC-overexpressing tumor cells (Zhou et al., 2019; Perera et al., 2025). We have shown that combinations of ER or RSL3 with Doxorubicin or Topotecan were extremely effective in reversing MDR in both ABCB1 and ABCG2-expressing cell lines (Perera et al., 2025). Furthermore, combinations of ER with Taxol were shown to be effective in reversing MDR in a ABCB1-expressing tumor cell line (Zhou et al., 2019). These observations suggest that ferroptosis inducers may be extremely important in combinations with current drugs to treat human cancers.

However, several critical issues remain unresolved. Most importantly, there is the lack of a clear understanding of the mechanisms and pathways involved in ferroptosis. Additionally, different inducers have different mechanisms of action that are tissue and cell dependent. Early research has identified that Glutathione Peroxidase 4 (*GPX4*), an antioxidant enzyme that utilizes GSH as a cofactor to catalyze the reduction of lipid peroxides, is a key regulator of ferroptosis. Inhibition of Solute Carrier Family 7 Member 11 (*SLC7A11*) leads to the reduction of GSH, and increase in ROS formation, triggering oxidative damage and ferroptosis. The *SLC7A11*-GSH-*GPX4* pathway is recognized as the classical pathway of ferroptosis.

Inducing or promoting cellular ferroptosis with ER or RSL3 (or their combinations with various other anticancer drugs) is a promising tumor therapy option in the clinic. However, the role of ferroptosis in CRC is not fully elucidated. Furthermore, identification of ferroptosis-related pathways, metabolic and prognostic genetic biomarkers with clinical significance in CRC have not been comprehensively evaluated. In this study, we have explored the differential expression of ferroptosis-related genes in CRC-related HT-29 and HCT116 cells in response to ER. Despite its limited clinical utility due to suboptimal pharmacokinetic properties, ER remains a valuable experimental probe for elucidating the molecular mechanisms and cellular biology of ferroptosis. Here, we have utilized Gene Set Enrichment Analysis (GSEA) to explore functionally related pathways to identify potential biomarkers genes and therapeutic targets for early diagnosis and prognosis of CRC, leading to improved clinical strategies. Biomarkers are important tools for early detection in the treatment of cancers with chemotherapy. Biomarkers, including genes, offer many advantages in chemotherapy, helping in selection of personalized cancer treatment, and improved treatment outcomes with reduced risks. Furthermore, the identification of biomarkers of ferroptosis can significantly enhance the field of chemotherapy by providing tools to monitor, predict, and potentially mitigate cell death of normal cells/tissues due to iron-dependent lipid peroxidation.

Our studies show that some transcripts were highly enriched in both HT-29 and HCT-116 cell line following ER treatment at 24 h. Since few transcripts or pathways were observed at 4 h in these cell lines, most of our analysis with differential gene expressions and pathways were carried out at 24 h. While many transcripts were induced in HT-29 and HCT116 cells by ER, 26 transcripts were found to be common in both cell line (Table 1). Several of the common transcripts (e.g., ASNS, PCK2, CHAC1, and DDTI4) were highly enriched in both cell lines, indicating a common, fundamental response to ER treatment leading to either processes for cell survival or to ER-dependent ferroptotic cell death. Several of these transcripts have been previously shown to be upregulated during the process of ferroptosis, however, the expression these genes have not been observed in colon cell lines. Our RT-PCR studies conducted with HT-29, HCT116 and DLD-1 cells also confirmed the induction of these genes following treatment with ER. Our study suggests that ASNS, CHAC1, PCK2, DDIT4 and ATF3/4 may represent biomarker genes for CRC and other human tumors undergoing ferroptosis.

In this study we have also identified several common pathways that were significantly affected by ER at 24 h (Supplementary Table 4; Figure 5). Notable pathways that were influenced by ER were EIF2AK1-Heme deficiency, unfolded protein response (UPR) and changes in xenobiotic metabolism, indicating differential regulation of detoxification genes, possibly due to exposure to ER or its metabolites. Heme catabolism and UPR are well known oxidative stress responses, leading to ferroptosis. A Landscape plot (Figure 7) also identified important ferroptosis-related pathways that were differently modulated by ER in HT-29 and HCT116 cells. Interferon-dependent immune response was enriched in HT-29 by ER (HALLMARK_INTERFERON_GAMMA_RESPONSE NES = 4.26, adjusted p-value = 0.0115) In HT-29, four of the 5 DETs in this pathway were upregulated. 

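In HT-29 cells after 24 h of ER, IRF9, a factor of interferon signalling, stood at 0.86 (SE 0.27, adjusted p = 1) on the log2 scale, and IFI6, an antiviral protein of mitochondria, at 0.63 (SE 0.22, adjusted p = 1). IFIT5, a sensor of viral RNA, stood below the control, at -0.55 (SE 0.25). Of 48 measured interferon-stimulated genes, 32 stood above the control, with a median log2 fold change of 0.20. By limma 0 of the 48 were DETs and 0 were called when adjusted over the list alone. Camera called the group up (adjusted p = 0.0472; adjusted p = 0.366 with an estimated correlation). In HT-29, the call was lost without control replicate 2, control replicate 3, 4 h replicate 2, 24 h replicate 1 or 24 h replicate 3 (adjusted p = 0.222, 0.118, 0.0534, 0.22 and 0.0727, in that order).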

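In HCT116 cells after 24 h, UBE2L6, which attaches the interferon-induced tag ISG15 to proteins, was a DET, higher by 1.20 (SE 0.21, adjusted p = 0.148) on the log2 scale. IFIT1, a sensor of viral RNA, stood at 0.98 (SE 0.32), PARP9 at 0.63 (SE 0.19) and B2M, a subunit of the antigen-presenting complex, at 0.56 (SE 0.21), and none of these 3 was a DET. Of the 48 interferon-stimulated genes, 34 stood above the control, and 1 was called when adjusted over the list alone. Camera called the group up (adjusted p = 0.00972; adjusted p = 0.249 with an estimated correlation).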

While Hallmark interferon-dependent immune response pathways were not significantly enriched in HCT116, the alpha and gamma response pathways each contained three upregulated DETs.

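HK2, the hexokinase that commits glucose to glycolysis, was the DET among 20 measured glycolysis genes in HT-29 cells after 24 h of ER, at 0.472 of the control level. LDHA, which makes lactate, stood at -0.55 (SE 0.25) on the log2 scale and the phosphoglycerate mutase PGAM1 at -0.55 (SE 0.29). PDK1, which turns pyruvate away from mitochondria, stood at 0.54 (SE 0.30), and the glucose transporter SLC2A1 at 0.08 (SE 0.32). Of the 20, 7 stood above the control and 13 below, and 1, HK2, was called when adjusted over the list alone. Camera did not call the group (direction down, adjusted p = 0.101). Both the list and the test differ from the paper's, which counts DETs in a database set. At 4 h, SLC2A3 had been its DET, higher, and the group was not called then (adjusted p = 0.177). The group was called lower without control replicate 2, 24 h replicate 2 or 24 h replicate 3 (adjusted p = 0.0173, 0.043 and 0.00846, in that order). At 4 h the group was called up without control replicate 3 (adjusted p = 0.039).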

Our studies also show that ER treatment significantly enriched glycolysis in HT-29 (HALLMARK_GLYCOLYSIS pathway NES = 5.03, adjusted p-value = 0.0034). Four of 6 DETs in this pathway in HT-29 were upregulated. This pathway was not significantly enriched in HCT116 cells (NES = 1.85, adjusted p-value = 0.2216). However, all 4 DETs in this pathway were upregulated. 

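In HCT116 cells after 24 h, HK2 stood at -1.02 (SE 0.35) on the log2 scale, PDK1 at 0.58 (SE 0.21), PFKL, a phosphofructokinase, at 0.40 (SE 0.21) and PFKP, its platelet form, at -0.35 (SE 0.21). None of the 20 glycolysis genes was a DET by limma, and 0 were called when adjusted over the list alone; 5 stood above the control and 15 below. Camera did not call the group (direction down, adjusted p = 0.319), with another list and another test than the paper's.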

Upregulation of glycolysis concomitantly decreases oxidative phosphorylation, an effect known as the Warburg effect (Vander Heiden et al., 2009; Papaneophytou, 2024). This metabolic rewiring would suggest that ER caused a significant metabolic shift in these cells to produce ATP through glycolysis to compensate for increased cellular oxidative stress to survive ER-induced ferroptosis (Gotorbe et al., 2022).

In this study several pathways were identified, e.g., glycolysis, ROS, UPR, xenobiotic metabolism which are highly relevant to the mechanism of ER-induced ferroptosis. However, it should be noted that their magnitude and mode of activation depend on the inducer’s mechanism—whether upstream (e.g., Xc^−^ inhibition by Erastin) or downstream (e.g., GPX4 inhibition by inducers). These findings also suggest therapeutic opportunities. Since many cancers already harbor elevated ROS, further increasing ROS via ferroptosis inducers could selectively kill tumor cells while sparing normal tissue. This could be enhanced by combining ferroptosis inducers with ROS-generating therapies, e.g., radiation, doxorubicin, photodynamic therapy (Perera et al., 2025; Ye et al., 2020; Lei et al., 2021) while simultaneously blocking antioxidant defenses (NRF2, GSH, thioredoxin).

Erastin-induced glycolysis represents a survival adaptation, rendering tumor cells more dependent on glucose metabolism (Yao et al., 2021; Kirkwood-Donelson et al., 2024). This vulnerability could be exploited by combining ferroptosis inducers with glycolysis inhibitors (e.g., 2-deoxyglucose) or pentose phosphate pathway (PPP) inhibitors, thereby blocking NADPH generation and enhancing tumor killing. UPR pathways were also upregulated in both cells indicating endoplasmic reticulum stress, due to accumulation of misfolded proteins, resulting from oxidative stress, central to ER mechanism of ferroptosis. Xenobiotics pathways identified in this study is a novel finding and has not been previously reported in CRC with ER. This would suggest a shift in metabolism and detoxification of ER as the pathway was found to be elevated in both HT-29 and HCT116. This is currently under investigation as this may have implications in ER resistance in HCT116 cells.

While mechanisms of ER sensitivity were not the focus of this study, differential sensitivity of ER in CRC cell lines have been noted before (Gotorbe et al., 2022; Hu et al., 2022). However, the underlying mechanism of resistance is not known. Hence, elucidating the mechanism of resistance of colon cancer cells to Erastin-induced ferroptosis are of utmost importance.

Our studies, however, indicated that ROS metabolic activity was slightly enhanced in HCT116 cells by ER treatment, as evidenced in the gene enrichment analysis. 

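CAT, the catalase that splits hydrogen peroxide, was a DET in HCT116 cells after 24 h of ER, higher by 1.33 (SE 0.34, adjusted p = 0.338) on the log2 scale, and stood at 0.89 (SE 0.44, adjusted p = 1) in HT-29. GLRX, a glutaredoxin that repairs oxidized proteins, stood at 0.77 (SE 0.27) in HT-29 and 0.18 (SE 0.23) in HCT116, and JUNB, a subunit of AP-1, at 0.74 (SE 0.26) and 0.24 (SE 0.23); neither was a DET. Of 46 measured antioxidant and reactive oxygen species genes, 4 were DETs in HCT116 (NQO1, GCLC, FTL and CAT) and NQO1 was the DET in HT-29, all higher. Adjusted over the list alone, 4 and 1 were called. In HCT116, 26 of 46 stood above the control (camera up, adjusted p = 0.0397; adjusted p = 0.578 with an estimated correlation), and in HT-29, 29 did and the group was not called (adjusted p = 0.07). For these genes in HCT116, the call was lost without control replicate 1, control replicate 2, 24 h replicate 2 or 24 h replicate 3 (adjusted p = 0.223, 0.105, 0.0794 and 0.396, in that order). For these genes in HT-29, a call came up without control replicate 1 or 24 h replicate 1 (adjusted p = 0.00531 and 0.00185, in that order).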

*SOD1* was significantly upregulated in the HCT116 cell line, suggesting detoxication of O_2_^−.^ (superoxide anion radical) and ROS, thereby decreasing lipid peroxidation, causing a decrease in ER-dependent ferrototic cell death. In addition, gene enrichment analysis showed that expression of *NQO1 (NAD(P)H quinone dehydrogenase 1)* was also elevated in the HCT116 cell line, suggesting further detoxification of ER-induced ROS and its metabolites in cells as *NQO1* inhibits free radical formation and protects cells from oxidative stress (Luo et al., 2018; Ma et al., 2024). 

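SOD1, the cytosolic enzyme that turns superoxide into hydrogen peroxide, had a log2 signal of 13.30 ± 0.19 (SD, n = 3) in control HCT116 cells and 13.92 ± 0.18 after 24 h of ER, a fold of 1.54 (SE of the log2 fold 0.19, adjusted p = 0.428 from limma). Each treated array lay above each control array, and its unadjusted p of 0.00713 from limma missed the threshold for a DET. In HT-29 cells SOD1 stood at 13.10 ± 0.02 and 13.52 ± 0.51, a fold of 1.33 (SE 0.36, adjusted p = 1 from limma). The difference between the cell lines was 0.21 (SE 0.42, adjusted p = 1 from limma's interaction test).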

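NQO1, which reduces quinones without forming radicals, rose in HCT116 cells from a log2 signal of 13.88 ± 0.21 (SD, n = 3) to 15.67 ± 0.13 after 24 h, a fold of 3.45 (SE of the log2 fold 0.20, adjusted p = 0.0148 from limma). In HT-29 cells it was a DET as well, at 2.74-fold (SE 0.29, adjusted p = 0.727). In both cell lines each treated array lay above each control array. The log2 fold changes differed by 0.33 (SE 0.35, adjusted p = 1 from limma's interaction test). For HCT116, the call was lost without control replicate 1, control replicate 2, control replicate 3, 24 h replicate 1, 24 h replicate 2 or 24 h replicate 3 (adjusted p = 0.123, 0.102, 0.0783, 0.0835, 0.0586 and 0.0705, in that order).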

*NQO1* has also been shown to maintain the reduced forms of endogenous antioxidants (e.g., ubiquinone and alpha-tocopherol), which are crucial for protecting cellular membranes from peroxidation (Ergen et al., 2007; Ross and Siegel, 2017). These events, e.g., increased *SOD1* and *NQO1* expression would result in enhanced detoxification of ER-dependent ROS, leading to a decreased ER sensitivity to HCT116 cells as observed here. 

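ABCC3, a transporter that exports conjugated drugs and bile salts, rose 4.61-fold in HCT116 cells after 24 h of ER (log2 2.21, SE 0.25, adjusted p = 0.0148 from limma), with each treated array above each control array. The scale of the fold is in doubt, as for the other folds. In HT-29 the estimate for ABCC3 was 1.44 (SE 1.43, adjusted p = 1) on the log2 scale. Its signals there were 13.22, 9.82 and 10.25 at 24 h and 13.09, 7.79 and 8.11 in the control, for replicates 1, 2 and 3. ALDH3A2, which oxidizes fatty aldehydes, was a DET in HCT116 at 0.77 (SE 0.19), and MGST3, a glutathione transferase of membranes, at 0.81 (SE 0.20), while in HT-29 they stood at 0.41 (SE 0.29) and 0.83 (SE 0.34). The heme and drug carriers ABCB6, at 0.38 (SE 0.28) in HT-29 and 0.58 (SE 0.23) in HCT116, and ABCC1, at -0.15 (SE 0.24) and 0.23 (SE 0.22), were not DETs. Of 42 measured genes of drug metabolism and transport, 5 were DETs in HCT116 and 1, NQO1, in HT-29, all higher; adjusted over the list alone, 7 and 1 were called. They stood above the control for 31 of 42 genes in HCT116 (camera adjusted p = 3.98e-05; adjusted p = 0.0301 with an estimated correlation) and 30 in HT-29 (adjusted p = 0.00377; adjusted p = 0.251 with an estimated correlation). Medians were 0.21 in HCT116 and 0.28 in HT-29, and the difference between the cell lines was not tested for the list. For ABCC3 in HCT116, the call was lost without control replicate 1, control replicate 2, control replicate 3 or 24 h replicate 3 (adjusted p = 0.123, 0.0758, 0.102 and 0.0658, in that order). For the list in HT-29, the call was lost without control replicate 2 or 24 h replicate 1 (adjusted p = 0.0861 and 0.104, in that order).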

Xenobiotic metabolism pathways were also enriched in HCT116 cells (8 DET’s, six upregulated and two downregulated, NES 5.2) compared to HT-29 cells (4 DET’s, two upregulated and two downregulated, NES 3.18), suggesting an enhanced detoxification of reactive metabolites of ER in HCT116 cell line. Work is in progress to address these in detail and to further evaluate roles of these genes in ER sensitivity in CRC cells and will be reported separately at a future time.

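Among the largest changes that HT-29 and HCT116 cells shared after 24 h of ER were those of SAT1 at 2.72 (SE 0.49) on the log2 scale in HCT116 and of TCP11L2 at 2.34 (SE 0.42). PNRC1, a coactivator of nuclear receptors, was at 2.20 (SE 0.52) in HT-29. NIBAN1, a stress-induced regulator of translation, was at 1.82 (SE 0.30) and 2.04 (SE 0.32) in HT-29 and HCT116, and AHNAK2, a scaffold protein, at 1.75 (SE 0.41) and 1.97 (SE 0.34). At a fold of at least 1.5, 140 transcripts were DETs in the same direction in both cell lines, since every transcript that passed the p threshold also exceeded this fold. The count was 17 with the methods' t-test, 91 without HT-29 control replicate 1 and 93 without HT-29 24 h replicate 3. It was higher than 140 with a replicate block.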

In conclusion, our study has identified several genes in CRC cells that are characteristics of ferroptosis induced by Erastin, and 15 transcripts were found to be common in both cell lines at the more stringent foldchange threshold of 1.5. Several of these genes (e.g., *ASNS, PCK2, CHAC1*, and *DDTI4*) were highly enriched in both cell lines, indicating a common response to ER-induced cell death. Induction of these genes was confirmed by RT-PCR in three CRC cell lines; HT-29, HCT116 and DLD-1. 

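ATF4, the transcription factor that many of the shared genes answer to, was a DET in HCT116 cells after 24 h at 0.95 (SE 0.20, adjusted p = 0.226) on the log2 scale, and stood at 1.00 (SE 0.30, adjusted p = 1) in HT-29. ATF3, a stress-induced factor of the same family, was a DET in HT-29 at 0.99 (SE 0.28, adjusted p = 1) and stood at 0.81 (SE 0.29, adjusted p = 0.484) in HCT116. The signal of ATF4 was 12.76 ± 0.12 (SD, n = 3) in control and 13.70 ± 0.27 in treated HCT116 cells and that of ATF3 8.37 ± 0.19 and 9.36 ± 0.39 in HT-29. At 4 h neither was a DET: ATF4 stood at 0.05 (SE 0.30) in HT-29 and 0.30 (SE 0.20) in HCT116, and ATF3 at 0.06 (SE 0.28) and 0.52 (SE 0.29).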

Our findings indicate that *ASNS, CHAC1, PCK2 DDIT4* along with *ATF3/4* may represent major biomarker genes for CRC. Monitoring these ferroptosis-related gene biomarkers may be helpful in identifying patients who will respond to ferroptosis inducers and develop personalize treatment options.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Gene expression profiling identifies ferroptosis-related genes and pathways in human colon cancers cell lines
**Source:** Front Mol Biosci. 2026 Jan 20;12:1680206. doi: 10.3389/fmolb.2025.1680206

**Supplementary File**

Supplementary Table-1: Primers used and their sequences

**Beta-Actin**: CACCATTGGCAATGAGCGGTTC-forward; AGGTCTTTGCGGATGTCCACGT-reverse

**GPX4**: ACAAGAACGGCTGCGTGGTGAA-forward; GCCACACACTTGTGGAGCTAGA-reverse

**CHAC1**: GTGGTGACGCTCCTTGAAGATC-forward; GAAGGTGACCTCCTTGGTATCG-reverse

**HMOX1**: CCAGGCAGAGAATGCTGAGTTC-forward; AAGACTGGGCTCTCCTTGTTGC-reverse

**ALOX15**: ACCTTCCTGCTCGCCTAGTGTT-Forward; GGCTACAGAGAATGACGTTGGC-Reverse

**ASNS**: CTGTGAAGAACAACCTCAGGATC-Forward; AACAGAGTGGCAGCAACCAAGC-Reverse

**DDIT4**: GTTTGACCGCTCCACGAGCCT-Forward; GCACACAAGTGTTCATCCTCAGG-Reverse

**FYN**: CTGGTCACCAAAGGAAGAGTGC-Forward; GGTCCTTTTTCCAGCAGTGGATC-Reverse

**ATF4**: TTCTCCAGCGACAAGGCTAAGG-Forward; TTCTCCAGCGACAAGGCTAAGG-Reverse

**ABCB6**: GTTCTTCAACGCCTGGTTTGGC-Forward; AGCACGACGAAACTTGGTTCTCC-Reverse

**ABCC1**: CCGTGTACTCCAACGCTGACAT-Forward; ATGCTGTGCGTGACCAAGATCC-Reverse

**SLC7A11**: TCCTGCTTTGGCTCCATGAACG-Forward; AGAGGAGTGTGCTTGCGGACAT-Reverse

**PCK2**: TAGTGCCTGTGGCAAGACCAAC-Forward; GAAGCCGTTCTCAGGGTTGATG-Reverse

**Supplementary Table-2**: summary of the 15 common DETs at 24hr in HT-29 and HCT116 cell lines with fold-change ≥ 1.5.

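The table lists, for transcripts that passed in both cell lines, the fold of ER-treated over control cells at 24 h. In the deposited values, HES1, a repressor of the Notch pathway, was at 2.32-fold in HT-29 and 2.45-fold in HCT116, and BPHL, a hydrolase of amino acid esters, at 2.12 and 2.03. NIPSNAP1, a mitochondrial matrix protein, was at 2.43 and 2.45. The long noncoding RNA SPRY4-IT1 was at 2.02 and 2.1, and METTL7A, a methyltransferase now named TMT1A, at 2.39 and 2.02. All of these were DETs in both cell lines. CSTA, an inhibitor of cysteine proteases, was a DET in HCT116 at 1.49 (SE 0.20, adjusted p = 0.0687) on the log2 scale and stood at 1.12 (SE 0.37, adjusted p = 1) in HT-29. The transcript listed for GPT2 carries no gene name in the deposited annotation and was matched by its transcript ID. Of the 30 folds of the table compared, 16 lay over 1.5 times from those here, and 0 once taken on a natural log scale (HES1 1.79 and 1.86). On that scale 22 still lay over 1.1 times apart. The ratio of the logs of the folds ran from 1.04 to 2.11 in HT-29 and from 1.18 to 2.08 in HCT116. A change of log scale alone would give a single ratio, so the cause is not settled and the scale of the folds is in doubt. The study chose these genes on the same arrays, so their direction here is not independent evidence.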

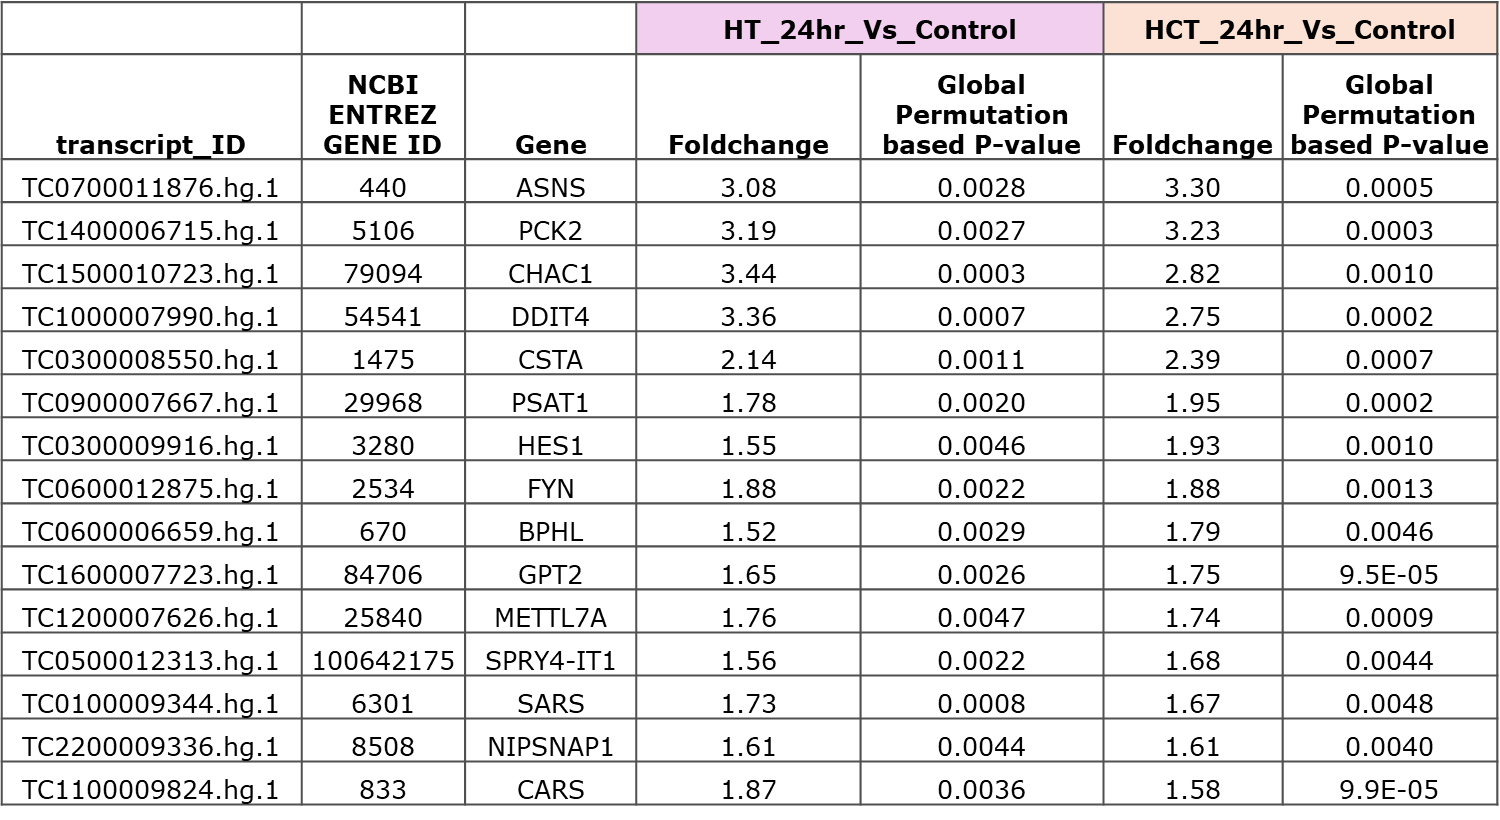

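The table gives the number of pathways called per cell line and time, from the paper's own test and gene sets, which differ from the lists used here. Fisher's exact test counts the DETs in a set, while camera compares the mean statistic of a list's genes with that of the other genes. In the lists used here, the ATF4 targets hold DETs beyond chance in HT-29 at 24 h (Fisher's exact test of higher DETs, adjusted p = 6.93e-25) and HCT116 (4.62e-19), as do the genes of the heme deficiency response (1.51e-10 and 1.09e-08). The aminoacyl-tRNA synthetases hold DETs beyond chance in both (8.74e-06 and 0.00128), and so do the ferroptosis regulators (0.0357 and 0.000673), a list camera did not call. In HT-29 the value for the regulators rests on CHAC1 and SAT1 alone. The test takes genes as independent and sets a list against all 33616 genes with a transcript, whatever their signal. The lists share genes such as CHAC1, and the study names several members from these arrays, so the tests are not independent evidence. For lower DETs, the adjusted p in HT-29 was 4.29e-05 for genes of DNA replication and 0.00035 for those of cholesterol synthesis and uptake. For the interferon-stimulated genes it was 1 in both cell lines for higher DETs.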

**Supplementary Table-3**: Differentially enriched pathway (DEPs) for HT-29 and HCT116 cells.

| **Cell Line** | **Time**  **(vs. Control)** | **# DEPs** |
| --- | --- | --- |
| HT | 4hr | 1 |
| HT | 24hr | 61 |
| HCT | 4hr | 0 |
| HCT | 24hr | 16 |

**Supplementary Table-4**: Common differentially enriched pathways (DEPs) at 24 h in HT-29 and HCT116 cells

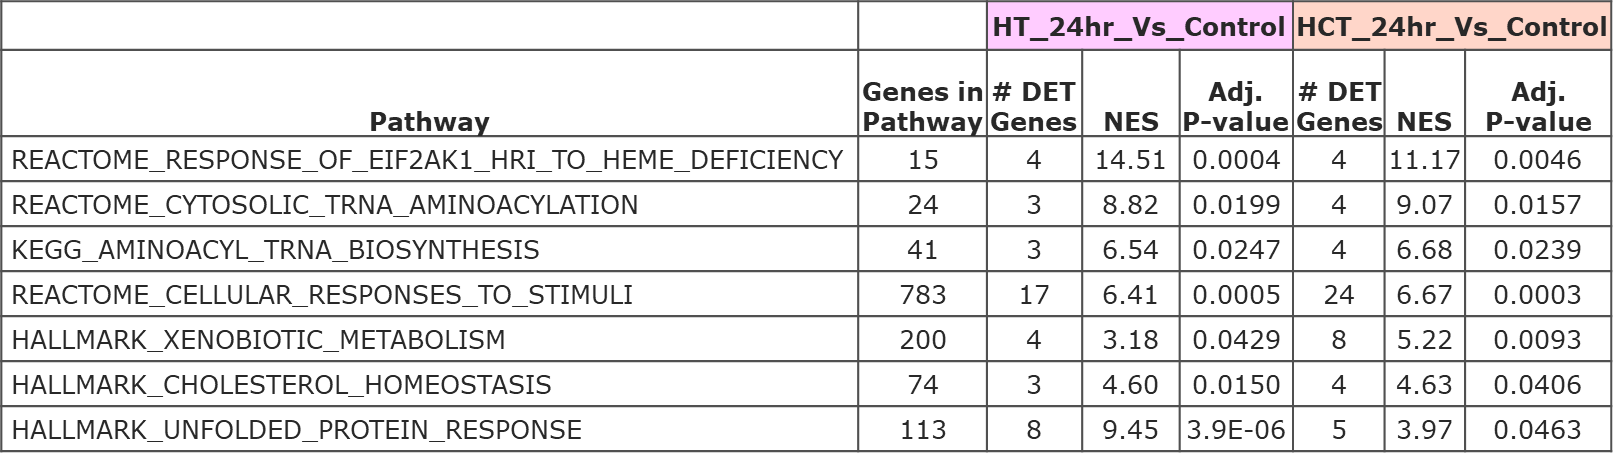

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

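RNA from HT-29 and HCT116 cells was measured on 18 Affymetrix whole-transcriptome arrays, 3 per group, in cells left untreated and in cells treated with 2.5 µM ER for 4 h or 24 h. A single untreated group per cell line serves both times. The authors deposited a table of normalized log2 signals, 1 value per transcript and array. Per the methods, the authors made such values by RMA normalization of each cell line on its own, with summarization to transcripts by the mean and log2 transformation, and they also used a second software package of the array's maker. Which of these made the deposited table was not found in the paper. The values run from 2.283 to 19.92, and the 16 bits of a scanner end at 16 on the log2 scale, so the table is not the output of plain RMA without a further step. No raw signals were used.

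The table holds 138745 features. Of these, 2995 control features were left out and 135750 transcripts were tested. The platform's own annotation assigns 36176 transcripts to a single gene, 1119 to several genes and 98455 to none. Only the first were used for gene names, which were checked against the RefSeq names of assembly GRCh38.p14 (25516 gene IDs, 0 names changed). The annotation gives no name for the transcript of GPT2, which was matched by the transcript ID printed in the paper. Where a gene has several transcripts, as 1576 of 33616 do, the one with the highest mean signal stands for it in gene lists. Array medians lay between 5.437 and 5.614. Correlations of log2 values between arrays were 0.9455 to 0.9844 within a group and 0.9339 to 0.9829 between the cell lines. On arrays the precision follows from the number of arrays: the median SE of a log2 fold change was 0.29 in HT-29, 0.24 in HCT116 and 0.39 for the difference between them.

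The 9 arrays of a cell line were fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3), with contrasts of 4 h and 24 h against the control and of 24 h against 4 h. The difference between the cell lines was the interaction in a fit of all 18 arrays. A differentially expressed transcript (DET) has a fold of at least 1.2 in either direction and an unadjusted p of at most 0.005, as in the methods. A fold of 1.5 is the stricter threshold. Calls after correction use a Benjamini-Hochberg adjusted p under 0.05. Overlaps were tested with Fisher's exact test. The share of variance between groups was tested against all 280 splits of the 9 arrays of a cell line into 3 groups of 3, and principal components were computed on centred transcripts. Gene lists, 33 with 944 entries of which 850 were measured, were tested with limma's camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg correction over the lists, and once more with an estimated correlation and with fry. Besides genes the paper names, the genes named are the 10 higher and 10 lower with the largest change per comparison among those called, filled from DETs where fewer were called, with every treated array beyond every control array. Also named are up to 4 members per list and comparison with the smallest p, and genes that are DETs in both cell lines at the same time in the same direction.

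The alternatives were the t-test of the methods and a permutation p pooled over transcripts, a fit of only the arrays compared, 1 fit of all arrays, a replicate block, filters on signal and on single-gene transcripts, means per gene, quantile normalization, median centring, other limma settings, and leaving out each array in turn. The HT-29 arrays of replicates 2 and 3 alone, and a natural log scale for the folds set beside the paper's, were added after seeing the data. The methods were tested on simulated data with 200 changed transcripts: at a log2 change of 1, 2 and 3, DETs held 54.5%, 90% and 99.5% of them in HT-29 and 75.5%, 95% and 99.5% in HCT116, and the adjusted calls 0%, 49.5% and 92% in HT-29 and 0%, 78.5% and 95.5% in HCT116. Unchanged transcripts that passed as DETs numbered 727, 682 and 687 in HT-29 and 706, 698 and 680 in HCT116. Most simulated DETs were thus unchanged transcripts. Adjusted calls among the unchanged numbered 0, 5 and 11 in HT-29 and 0, 8 and 2 in HCT116. Tables were made with data.table 1.17.8 and, under Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9. The RT-PCR, viability and DLD-1 experiments are not in the deposited table and were left out, as was the enrichment analysis with database gene sets, which are not part of the deposited data.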

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

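The tests of explanations in this part were all chosen after the result was seen, while the counts over other splits of the arrays were planned.

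The arrays labelled HT-29 differ among themselves in some genes of colon cells: 101 single-gene transcripts lay above every HCT116 array by more than 2 log2 units in all 3 replicate 1 arrays, against 1 in replicate 2 and 2 in replicate 3, a signal in genes the paper does not discuss. The SD of values on the replicate 2 and 3 arrays was 0.978 of that of replicate 1. Normalization within a cell line, stated in the methods, can even out this spread, so it cannot decide on compressed signal. An exchange with HCT116 arrays is argued against by the lack of a partner. Over transcripts that set a replicate 1 array apart, 0 of the 9 HCT116 arrays lay nearer the HT-29 level. An exchange was first tested otherwise: of 193 transcripts higher in the replicate 1 control than in the HCT116 controls, 15.5% lay above every HCT116 array in the treated arrays of replicates 2 and 3 (0.4% of other transcripts), a share under the 20% set as speaking for an exchange, and the search for a partner replaced that test after its result was seen and turned its outcome around. RNA of HCT116-like cells mixed into the arrays labelled HT-29 may explain the pattern: foreign RNA fills in what HT-29 lacks and leaves what only HT-29 makes, and 0 transcripts lay below every HCT116 array by the same gap in replicate 1, against the 101 above. A wrong label, or an exchange with a culture outside the series, was not tested and stays open beside the paper's statements that the cells were authenticated, that ER was less cytotoxic to HCT116 than to HT-29 cells and that no sample was an outlier, and no biological explanation was tested, since the design gives none between replicates.

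The 24 h response is shared by the cell lines, and HCT116-like RNA in the arrays labelled HT-29 could carry it. Over the 1119 transcripts higher in HCT116, the median change in HT-29 was 0.59 in replicate 1, which holds most of the marker signal, 0.38 in replicate 2 and 0.51 in replicate 3. Each value rests on 1 array per group, so an HT-29 response of its own and carried-over RNA cannot be told apart. ER treatment is the biological explanation the design names, but the single untreated group per cell line has no stated time or vehicle. Time in culture and vehicle therefore cannot be told apart from ER at 24 h. GDF15 rose by 3.3 on the log2 scale in HT-29 and 2.58 in HCT116 at 24 h, and PHGDH by 2.62, ABCC3 by 2.21 and ID1 by 2.07 in HCT116, with each treated array above each control array. These are genes that the paper does not discuss and that passed the adjusted p.

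THBS1 stood 3.09 above the control in HT-29 and 2.44 in HCT116 at 4 h on the log2 scale, a gene the paper does not discuss, with each treated array above each control array and no call after adjustment (adjusted p = 0.925 and 1 from limma). The transcripts higher at 4 h in both cell lines had a median change of 1.68 in HT-29 and 1.51 in HCT116, and of 0.15 and -0.28 at 24 h. Handling of the cells when the drug was added could raise such early genes for a short time, and the values at 24 h, 0.15 at most, are low as it predicts. A short-lived effect of ER predicts the same, and no array has handling without the drug, so the explanations cannot be told apart.

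By a difference between the times, the response at 24 h differs from that at 4 h in limma's contrast, with 31 transcripts called in HT-29 and 113 in HCT116. No untreated array has a stated time, so time in culture is not separated from time with ER. The splits of the 6 treated arrays into 3 and 3 are too few for a share under 0.05; the highest count of the other splits was 0 in both cell lines.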

How the results depend on the processing

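The fit of the HT-29 arrays of replicates 2 and 3 alone was chosen after seeing the data, and the other alternatives were planned. Over all alternatives, 7408 values of named genes kept their side of the adjusted p threshold and, where called, their direction. A further 123 passed it newly and 82 no longer passed. For gene lists 1801 values stayed in this sense, 74 passed newly, 169 no longer passed and 2 reversed. A change of direction was not counted where neither fit called the value. Most gene values were uncalled in both fits, so these totals do not measure how stable the calls are. Of the counts and shares, 351 stayed within 1.5 times, 127 moved further and 3 passed newly. Neither eBayes with trend and robust nor centring each array on its median moved any of the 16 counts computed under each. Where no reason is given below, the cause was not tested. Signal over background limits what weak transcripts can show: background probes had medians of 4.578 to 4.818 on the log2 scale, against 5.437 to 5.614 over all transcripts, and the limit was tried by the filters at the median signal. Beside the counts of 0 after correction, limma had 4770 and 5009 transcripts at an unadjusted p under 0.05 in HT-29 at 4 h and 24 h, and 5222 and 11581 in HCT116. Only the HCT116 count at 24 h exceeds the share of 0.05 of all transcripts that chance gives.

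With the methods' t-test, adjusted calls were 0 in HT-29 and 0 in HCT116 at 24 h, 24 h against 4 h gave 0 in HT-29 and 1 in HCT116, DETs of HCT116 at 24 h were 935, and the cell lines shared 3 at 4 h, 17 higher and 3 lower at 24 h and 17 of at least 1.5-fold. With the global permutation p, adjusted calls were 0 and 0, 24 h against 4 h gave 0 and 0, DETs of HCT116 were 619 at 4 h and 1002 at 24 h, and the shared counts were 4, 17, 3 and 17. With only the arrays compared, adjusted calls at 24 h were 1 in HT-29 and 7 in HCT116, 24 h against 4 h gave 5 and 19, DETs of HCT116 at 24 h were 1116 and 9 were shared lower. With all 18 arrays in 1 fit, DETs were 697 and 926 in HT-29 at 4 h and 24 h and 241 and 1101 in HCT116, adjusted calls in HT-29 were 16, 24 h against 4 h gave 132 in HT-29 and 41 were shared lower. With arrayWeights, DETs were 892 in HT-29 at 24 h and 689 in HCT116 at 4 h, adjusted calls in HT-29 were 10 and 20 were shared at 4 h.

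Fewer transcripts enter under the filters, which lowers DET counts by construction and eases the correction. Transcripts above the median signal gave DETs of 103 and 296 in HT-29 and 184 and 1099 in HCT116, and 180 for 24 h against 4 h in HCT116. Single-gene transcripts gave DETs of 62 and 246 in HT-29 and 100 and 855 in HCT116, adjusted calls of 7 and 92, 505 for 24 h against 4 h in HCT116, 7 shared at 4 h and a share of variance between groups of 34.5% in HCT116. Gene means gave DETs of 59 and 240 and of 99 and 800, adjusted calls of 7 and 111, 489 for 24 h against 4 h in HCT116 and 8 shared at 4 h. Unit variance gave a share of 28.2% in HCT116.

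Camera with an estimated correlation called 0 lists in HT-29 at 4 h, 2 in HT-29 at 24 h, 0 in HCT116 at 4 h and 5 in HCT116 at 24 h, and fry called 0, 4, 0 and 9. Genes above the median signal gave 5 at 4 h and 12 at 24 h in HCT116, and quantile normalization 5 at 4 h. With the HT-29 arrays of replicates 2 and 3 alone, DETs at 4 h were 1766, adjusted calls were 1 at 4 h and 0 at 24 h, 24 h against 4 h gave 16, 11 lists were called at 4 h, 22 DETs were shared at 4 h and 9 lower at 24 h. Under it cytosolic ribosomal proteins (adjusted p = 0.00717, over the alternatives 7.53e-07 to 0.997) and oxidative phosphorylation (adjusted p = 0.00154, range 2.57e-09 to 0.997) in HT-29 at 4 h reversed.

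The replicate numbers were not taken as pairs. The paper speaks of independent experiments without tying the numbers to them, and the high marker levels of replicate 1 in HT-29 are shared by its 3 arrays. Over all transcripts, deviations from the group means correlated between arrays of the same number from -0.148 to 0.5 in HT-29 and from -0.071 to 0.245 in HCT116, and the nearest partner had the same number for 4 of 9 and 6 of 9 arrays. With a replicate block, 24 h against 4 h gave 229 in HCT116, adjusted calls in HT-29 at 24 h were 6, and the shared counts were 23 at 4 h, 183 higher and 48 lower at 24 h and 231 of at least 1.5-fold.

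Leaving out each array in turn, limma's DETs ranged from 204 to 1440 (highest without 4 h replicate 1) and from 346 to 616 in HT-29 at 4 h and 24 h, and from 299 to 501 and from 1096 (without control replicate 3) to 2266 in HCT116. Adjusted calls were 0 to 0 at 4 h in both cell lines, 0 to 6 in HT-29 at 24 h and 6 to 11 in HCT116 at 24 h. In HT-29 they were 0 without control replicate 1, control replicate 2, 24 h replicate 2 or 24 h replicate 3, 1 without control replicate 3, 4 h replicate 2 or 4 h replicate 3, and 6 without 24 h replicate 1. In HCT116 they were 6 without control replicate 2 or 3. For 24 h against 4 h the counts were 2 to 39 in HT-29 and 9 to 96 in HCT116. In HT-29 they were 14, 13 and 13 without control replicates 1, 2 and 3, 2 and 8 without 4 h replicates 2 and 3, and 13, 5 and 5 without 24 h replicates 1, 2 and 3. In HCT116 they were 60 without control replicate 2, 9, 9 and 10 without 4 h replicates 1, 2 and 3, and 26, 33 and 48 without 24 h replicates 1, 2 and 3. The cell line difference stayed at 0 to 0.

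Leaving out each array in turn, lists called were 5 to 13 (highest without 4 h replicate 3) and 12 to 21 in HT-29 at 4 h and 24 h, and 5 (without 4 h replicate 1 or 3) to 11 and 13 to 21 in HCT116. DETs shared at 4 h were 7 (without HT-29 control replicate 2) to 18, with 8 without HCT116 control replicate 1. Those higher in both at 24 h were 76 (without HT-29 24 h replicate 3) to 148, with 78 without HT-29 control replicate 1, and those of at least 1.5-fold 91 (without HT-29 control replicate 1) to 162, with 93 without HT-29 24 h replicate 3. Those lower in both at 24 h were 7 to 42: 13 and 12 without HT-29 control replicates 1 and 3, 13 without HT-29 24 h replicate 2, 7 and 11 without HCT116 control replicates 2 and 3, 11, 12 and 13 without HCT116 4 h replicates 1, 2 and 3, and 10 and 42 without HCT116 24 h replicates 1 and 3. The share of variance was 25.3% to 33.9% in HT-29 (exact p = 0.114 to 0.732) and 31.3% to 34.9% in HCT116, with an exact p of 0.0357 without 24 h replicate 3 and of 0.0571 to 0.254 without each of the others. A group left with 2 arrays is assumed to vary like the others, and the cause was not tested.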

Differences from the paper's values

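In this part the HT-29 arrays of replicates 2 and 3 alone and the change of log scale were chosen after the result was seen. Counts use the fold and p thresholds of the methods, and alternatives are those set before the data were examined.

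The paper gives 992 DETs for HCT116 at 24 h, against 1679 from limma. Of 21 alternatives, 13 are within 1.5 times of the paper's count: the methods' t-test, the global permutation p, only the arrays compared, all 18 arrays in 1 fit, transcripts above the median signal, single-gene transcripts, gene means, arrayWeights, and leaving out HCT116 control replicate 1 or 3, 4 h replicate 1 or 2 or 24 h replicate 1. The 8 that are not are the replicate block, quantile normalization, median centring, eBayes with trend and robust, and leaving out control replicate 2, 4 h replicate 3 or 24 h replicate 2 or 3. Of these DETs, about 530 are higher in the paper's Figure 4, read by eye, against 1119. There 7 of 21 alternatives come within 1.5 times: the methods' t-test, the global permutation p, only the arrays compared, all 18 arrays in 1 fit, single-gene transcripts, gene means and leaving out control replicate 3. The other 14 do not.

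For DETs in both cell lines at 24 h the paper has 26, against 140, and for those of at least 1.5-fold the paper has 15, against 140. Of 30 alternatives, the methods' t-test and the global permutation p come within 1.5 times of both, and 28 do not. At 4 h the paper's text states 2 in both cell lines, as does its Figure 4, read by eye (about 2), against 13, and the methods' t-test alone of 30 comes within 1.5 times. For DETs higher in HCT116 at 24 h and in HT-29 at 4 h the paper has 25, against 1, and 0 of 30 alternatives come within 1.5 times. Within HCT116, the paper's Figure 4, read by eye, has about 7 DETs higher at both times, against 13, and about 11 lower, against 35. Of 30 alternatives, 4 come within 1.5 times for the higher ones: only the arrays compared, all 18 arrays in 1 fit, transcripts above the median signal, and leaving out HCT116 24 h replicate 1. For the lower ones, transcripts above the median signal alone does.

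The paper's folds at 24 h are in Supplementary Table 2, read by eye. For ASNS the paper has about 3.1 in HT-29, against 6.88, and about 3.3 in HCT116, against 7.13. For PCK2 the paper has about 3.2, against 7.9, and about 3.2, against 6.83. For CHAC1 it has about 3.4, against 10.1, and about 2.8, against 7.45. DDIT4 is at about 3.4 in the paper, against 9.74, and about 2.8, against 7.11. FYN in HT-29 is at about 1.9 in the paper, against 3.21. For these, 0 of 21 alternatives come within 1.5 times of the paper's fold, while the change of log scale given below does for each.

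For PSAT1 the paper has about 1.8 in HT-29, against 2.92, closed by leaving out HT-29 control replicate 1 or 24 h replicate 3, and about 2.0 in HCT116, against 3.32, closed by 0 of 21. SARS is at about 1.7 in HT-29 in the paper, against 3.07, closed by 0 of 21, and about 1.7 in HCT116, against 3.02, closed by leaving out HCT116 24 h replicate 1. NIPSNAP1 is at about 1.6 in HT-29 in the paper, against 2.43, closed by quantile normalization, arrayWeights, and leaving out HT-29 control replicate 1 or 2 or 24 h replicate 2. In HCT116 it is at about 1.6 in the paper, against 2.45, closed by quantile normalization, arrayWeights, and leaving out HCT116 control replicate 1 or 24 h replicate 1. CARS in HT-29 is at about 1.9 in the paper, against 2.9, closed by leaving out HT-29 control replicate 1 or 2 or 24 h replicate 2 or 3. The alternatives not named for a gene do not close its difference. In all, 9 of 15 folds differ in HT-29 and 7 of 15 in HCT116. The ratio of the log of the fold here to that of the paper runs from 1.04 to 2.11 in HT-29 and from 1.18 to 2.08 in HCT116, with medians of 1.79 and 1.65 in the same order. On a natural log scale, as 2 to the power of the natural log of each fold, 0 of the 30 folds are more than 1.5 times from the paper's, where 16 are on the log2 scale. The folds for HT-29 and HCT116 become 3.81 and 3.9 for ASNS, 4.19 and 3.79 for PCK2, 4.97 and 4.02 for CHAC1, 4.84 and 3.89 for DDIT4 and 2.1 and 2.3 for PSAT1. They become 2.18 and 2.15 for SARS, 1.85 and 1.86 for NIPSNAP1, and in HT-29 2.24 for FYN and 2.09 for CARS. On that scale 22 of the 30 are still more than 1.1 times from the paper's and the furthest, CHAC1 in HT-29, 1.46 times, so the series come closer without becoming equal. A change of log scale alone would give the same ratio of logs for every gene, and the ratios above vary. The natural log scale was chosen after seeing the values. The methods state log2 transformation of the signal and mention no natural log.

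The paper's text has MTORC1 signalling and fatty acid metabolism decreased in both cell lines, while its Table 1 has MTORC1 activity higher in HT-29 than in HCT116 and an increase in lipid metabolism. The lists and the test used here are not those of the paper. The MTORC1 genes were called up at 24 h in HT-29 (adjusted p = 0.0327, over the alternatives 0.00155 to 0.525, median log2 fold change 0.08, 18 of 34 higher) and in HCT116 (0.00301, range 3.35e-06 to 0.397, median 0.07, 17 of 34 higher). Fatty acid oxidation was called up in HT-29 (0.014, range 0.00597 to 0.332, 18 of 21 genes higher) and HCT116 (7.25e-07, range 3.64e-07 to 0.0218, 21 of 21 genes higher). Fatty acid synthesis was called up in HCT116 (0.0338, range 0.0144 to 0.216, 13 of 17 higher) and not in HT-29 (0.915). With an estimated correlation the calls were lost for the MTORC1 genes (0.525 and 0.397), for fatty acid oxidation in HT-29 (0.332) and for fatty acid synthesis in HCT116 (0.181), and the oxidation call in HCT116 was not (0.0218). The difference between the cell lines was not tested for lists.

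Glycolysis is enriched in HT-29 in the paper, with most of its DETs higher, and all of them higher in HCT116. The paper counts DETs in database sets, here and for oxidative phosphorylation, while camera tested other lists of genes. Camera did not call the group at 24 h: 13 of 20 genes stood lower in HT-29 (0.101, range 0.00846 to 0.72), with HK2 as a lower DET, and 15 of 20 in HCT116 (0.319), with 0 DETs. The group was called lower in HT-29 without control replicate 2 (0.0173), 24 h replicate 2 (0.043) and 24 h replicate 3 (0.00846). Table 1 has oxidative phosphorylation decreased in both cell lines. It was not called, with 47 of 67 genes higher in HT-29 (0.1, range 3.11e-08 to 0.792) and 42 of 67 in HCT116 (0.158, range 2.11e-05 to 0.872).

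The paper's clustering shows a clear difference between the cell lines. Limma's test of that difference called 0 transcripts at 4 h and 0 at 24 h, and 0 in each alternative under which it was fitted. At an unadjusted p under 0.05 it found 5132 and 4885, both under the share of 0.05 that chance gives. The methods' t-test and the global permutation p were not run for this difference. Its median SE was 0.39. In simulated data with the smaller SE within a cell line, adjusted calls held 0% of transcripts changed by a log2 of 1. The HT-29 label also covers arrays with unlike marker levels. The counts of 0 therefore do not show that the cell lines respond alike. By pathways, the paper has a single one in HT-29 and none in HCT116 at 4 h, and more in HT-29 than in HCT116 at 24 h. From other gene sets than the paper's, camera called 6 lists in HT-29 and 9 in HCT116 at 4 h, and 16 and 19 at 24 h; with an estimated correlation these were 0, 0, 2 and 5. Interferon response genes include DETs in HT-29 in the paper, most of them higher. Here 0 of 48 were DETs, and camera called the group up (0.0472, range 0.00612 to 0.366), a call lost with an estimated correlation (0.366). The unfolded protein response has mostly higher DETs in the paper. Its chaperones and degradation genes were not called higher at 24 h in HT-29 (0.0825, range 0.0422 to 0.594) or HCT116 (0.506), and DNAJB11 was a lower DET in both, while ASNS, CHAC1 and DDIT3, which stress of this kind induces, were higher DETs in both.

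SOD1 is upregulated in HCT116 in the paper and was no DET here (p = 0.00713); it is one with gene means and with median centring. NQO1, named beside it, was higher in HCT116 as in the paper. CSTA is listed for both cell lines in the paper's Supplementary Table 2 and was no DET in HT-29, except with all 18 arrays in 1 fit, the replicate block, arrayWeights, without HT-29 24 h replicate 1, and with the HT-29 arrays of replicates 2 and 3 alone, which was chosen after seeing the values. The paper names ATF3 and ATF4 beside its marker genes and has ATF4 upregulated by RT-PCR. ATF4 was a DET in HCT116, and in HT-29 with all 18 arrays in 1 fit, the replicate block, quantile normalization, arrayWeights and without HT-29 control replicate 3 or 24 h replicate 1, but not in the fit reported here. ATF3 was a DET in HT-29, and in HCT116 without HCT116 24 h replicate 1 alone.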

Other observations

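The counts over other splits and the gene lists in this part were planned, while the HT-29 arrays of replicates 2 and 3 alone, which enter the ranges of HT-29, and the marker counts of the last paragraph were chosen after the result was seen.

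For 3 arrays against 3 the splits are too few for a share under 0.05. DETs were 303 in HT-29 at 4 h, with up to 2028 in the other splits, 512 at 24 h (643), 394 in HCT116 at 4 h (732) and 1679 at 24 h (1880). At the p threshold chance gives 679, which only HCT116 at 24 h exceeds. Adjusted calls were 0 (0), 3 (0), 0 (0) and 11 (0) in the same order, where limma had 4770, 5009, 5222 and 11581 transcripts at an unadjusted p under 0.05. Only 11581 exceeds the share of 0.05 of all transcripts that chance gives. Lists called were 6 (9), 16 (13), 9 (6) and 19 (14). The split with 2028 sets HT-29 control replicates 1 and 2 and 4 h replicate 1 against the other 3 arrays, and a count several times the real one points to a structure of the samples other than the treatment. Of 100 splits of both cell lines drawn, the real one included, 3 reached the 13 DETs shared at 4 h (highest other 16), 1 the 120 higher at 24 h (23), 2 the 20 lower (23) and 1 the 140 of at least 1.5-fold (23). Other splits thus exceeded the 13 and the 20, while the 120 and the 140 lay above every other split drawn. The splits take the arrays as exchangeable, which the marker levels of HT-29 replicate 1 leave in doubt, so chance is not excluded. For the difference between the cell lines limma called 0 at 4 h (highest other 1) and 0 at 24 h (209). It had 5132 and 4885 at an unadjusted p under 0.05, both under the share of 0.05 that chance gives. Every split reaches a count of 0, so the splits decide nothing there.

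Groups that do not overlap make up 7.9% and 9.7% of transcripts in HT-29 at 4 h and 24 h and 10% and 12.8% in HCT116, where chance gives 10%. A control group shared by both times can by itself give DETs at both: simulated unchanged transcripts had 56.8 higher and 56.8 lower on average in HT-29 and 56.9 and 55 in HCT116, against 11 and 9 and 13 and 35 observed. Simulated log2 fold changes at the 2 times correlated at 0.501, against 0.317 observed in HT-29 and 0.289 in HCT116. The simulated counts therefore do not set the number expected here.

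Several groups of genes the paper does not discuss were called lower at 24 h in both cell lines by camera. For DNA replication all 30 genes stood lower in HT-29 (median -0.58, adjusted p = 7.81e-18, over the alternatives 1.71e-18 to 0.0533), with FEN1, GINS1, UHRF1 and MCM10 as DETs, and 27 of 30 in HCT116 (5.81e-06, range 3.37e-08 to 0.397). The HCT116 call was lost without HCT116 24 h replicate 1 (0.0665). For ribosome biogenesis 24 of 25 genes stood lower in HT-29 (median -0.64, 1.21e-16, range 1.69e-17 to 0.0592), with NIP7, SRM and RRP9 as DETs, and 25 of 25 in HCT116 (4.72e-08, range 1.64e-09 to 0.258). Proteasome genes stood lower for 28 of 28 in HT-29 (1.74e-13, range 5.07e-16 to 0.202), with PSMC1 and PSMD11 as DETs, and for 26 of 28 in HCT116 (4.45e-09, range 2.46e-11 to 0.249), with PSMC4 and PSMD3. Heat shock proteins stood lower for 13 of 13 in HT-29 (median -0.71, 8.22e-09, range 9.17e-11 to 0.0613), with DNAJA1, and for 10 of 13 in HCT116 (0.00136, range 7.13e-06 to 0.175), with DNAJB1. With an estimated correlation between genes, none of these lists was called in either cell line. Mitosis genes were called lower in HT-29 alone (0.000314, range 1.18e-06 to 0.412, 26 of 30 lower), a call lost with an estimated correlation (0.411); the difference from HCT116 was not tested for lists.

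Metallothioneins, small proteins that bind zinc and copper, stood higher for 7 of 7 genes at 24 h in HT-29 (0.000357, range 1.48e-07 to 0.412) and in HCT116 (0.0158, range 7.66e-05 to 0.489), with 0 DETs in both. With an estimated correlation the calls were lost in HT-29 (0.411) and HCT116 (0.489). The HCT116 call was lost without control replicate 1 (0.13), control replicate 2 (0.1) and 24 h replicate 3 (0.341). In HCT116 they were called at 4 h too (2.46e-06, range 2.2e-10 to 0.55, 7 of 7 higher), which was lost with an estimated correlation (0.55). Notch targets were called up in HCT116 at 24 h (0.0358, range 0.00694 to 0.263, 6 of 9 higher), with HES1 as a DET. The call was lost with an estimated correlation (0.263) and without control replicate 1 (0.0665), control replicate 2 (0.157), 24 h replicate 2 (0.0554) and 24 h replicate 3 (0.165).

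At 4 h inflammatory NF-kB genes were called up in HT-29 (0.0129, range 0.00432 to 0.921, 16 of 21 higher), with RELB as a DET. The call was lost with an estimated correlation (0.855), with fry (0.921), and without control replicate 2 (0.121) and 4 h replicate 1 (0.0634). Lower at 4 h in HT-29 were heat shock proteins (0.0468, range 0.00473 to 0.921, 9 of 13 lower) and fatty acid synthesis (0.00344, range 0.000352 to 0.921, 13 of 17 lower). With an estimated correlation both calls were lost (0.855 and 0.827). The heat shock call was lost without control replicate 1 (0.065), control replicate 2 (0.121), 4 h replicate 2 (0.411) and 24 h replicate 3 (0.0505). In HCT116 at 4 h ribosome biogenesis (0.000347, range 4.26e-05 to 0.595, 24 of 25 higher), ribosomal proteins (0.000347, range 2.4e-09 to 0.626, 30 of 32), synthetases (0.0231, range 0.00934 to 0.55, 15 of 19), oxidative phosphorylation (0.0231, range 1.66e-09 to 0.822, 50 of 67), the proteasome (0.0231, range 0.0144 to 0.72, 25 of 28) and ER chaperones (0.0315, range 0.0122 to 0.55, 28 of 32) were called up, each with 0 DETs. With an estimated correlation these 6 calls were lost (0.55, 0.626, 0.55, 0.782, 0.72 and 0.55, in that order). Without control replicate 1 oxidative phosphorylation was not called (0.39), and without control replicate 2 neither it (0.822) nor ribosomal proteins (0.166), the proteasome (0.0985) or ER chaperones (0.0875). Without control replicate 3 the synthetases (0.295) and ER chaperones (0.421) were not called. Without 4 h replicate 1 the synthetases (0.0618), oxidative phosphorylation (0.0739), the proteasome (0.0996) and ER chaperones (0.186) were not called, nor were they without 4 h replicate 3 (0.0782, 0.136, 0.0614 and 0.0516).

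Of 30 genes of intestinal differentiation, 5 lay above every HCT116 array by more than 2 log2 units in the replicate 1 arrays labelled HT-29, 1 in replicate 2 and 1 in replicate 3. Mean log2 signals in replicates 1, 2 and 3 were 17.12, 10.34 and 11.24 for LYZ (5.84 in HCT116), 11.93, 8.22 and 8.57 for CEACAM6 (6.86), 10.41, 7.17 and 7.43 for MUC13 (6.77) and 8.29, 5.74 and 6.22 for VIL1 (5.59). They ran the other way, at 8.1, 8.9 and 9.3, for CDX2 (9.04) and, at 9.07, 10.09 and 10.35, for CA2 (9.95). By more than 1 log2 unit, 222 transcripts lay above every HCT116 array in replicate 1 and 2 below.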
